# Context-Dependent IL-1 mRNA-Destabilization by TTP Prevents Dysregulation of Immune Homeostasis Under Steady State Conditions

**DOI:** 10.3389/fimmu.2020.01398

**Published:** 2020-07-07

**Authors:** Lucy Sneezum, Kevin Eislmayr, Helene Dworak, Vitaly Sedlyarov, Anita Le Heron, Florian Ebner, Irmgard Fischer, Yoichiro Iwakura, Pavel Kovarik

**Keywords:** mRNA stability, tristetraprolin, TTP, Zfp36, Interleukin 1beta, Interleukin 1alpha, inflammation, immune homeostasis

## Abstract

The bioavailability of the major pro-inflammatory cytokines IL-1α and IL-1β is tightly controlled by transcription and post-translational processing to prevent hyperinflammation. The role of mRNA decay in maintenance of physiological IL-1 amounts remained unknown. Here we show that the down-regulation of *Il1a* and *Il1b* mRNA by the mRNA-destabilizing protein TTP (gene *Zfp36*) is required for immune homeostasis. The TTP deficiency syndrome, a multi organ inflammation in *TTP*^−/−^ mice, was significantly ameliorated upon deletion of the IL-1 receptor. *Il1a* and *Il1b* played non-redundant roles in triggering the pathological IL-1 signaling in *TTP*^−/−^ mice. Accordingly, tissues from *TTP*^−/−^ animals contained increased amounts of *Il1b* mRNA. Unexpectedly, TTP destabilized *Il1b* mRNA in cell type-specific ways as evident from RNA-Seq and mRNA stability assays. These results demonstrate that TTP-driven mRNA destabilization depends on the cellular context. Moreover, such context-defined mRNA decay is essential for keeping steady state IL-1 levels in the physiological range.

## Introduction

IL-1α and IL-1β are potent pro-inflammatory cytokines and thus subject to tight multilayered control (1, 2). They are encoded by the *Il1a* and *Il1b* genes, respectively, located on chromosome 2 in both humans and mice (1). Binding of IL-1α or IL-1β to the IL-1 receptor, composed of IL-1R1 (gene name *Il1r1*) and IL-1R3 (*Il1rap*), triggers a MyD88-dependent kinase cascade that culminates in activation of several transcription factors, such as NF-κB and AP1, and subsequent gene expression changes (1, 3). The response to IL-1 signaling comprises the induction of multiple cytokines, chemokines and prostaglandins which in turn regulate both innate and adaptive immunity. IL-1β is the most studied member largely because its uncontrolled production is associated with autoimmune diseases, non-resolving inflammation and cancer (4, 5). IL-1β promotes host defense against infection (6). IL-1α, the less understood IL-1 family member, is generally regarded as an important driver of sterile inflammation following tissue injury and cell damage (7). Thus, it can act as a danger signal, i.e., a DAMP (danger-associated molecular pattern). IL-1 signaling is regulated at the organismal level by IL-1α and IL-1β bioavailability, a process shown to involve transcription, post-translational cleavage, and liberation from the cell as revealed by a number of recent studies (reviewed in (7–10)). In contrast, studies addressing regulation of IL-1 cytokines at the level of their mRNA stability are scarce (11, 12), and the relevance of such regulation for IL-1 bioavailability and function has so far not been addressed.

mRNA decay plays a fundamental role in the control of inflammatory responses and maintenance of immune homeostasis (13, 14). The inflammatory response is causally associated with stabilization of intrinsically unstable, inflammation-induced mRNAs, in particular those of cytokines and chemokines, allowing rapid and efficient production of inflammatory mediators. The resolution phase of inflammation is characterized by a timely destabilization and degradation of these inflammation-induced mRNAs; this results in a swift shut down of cytokine production and re-establishment of homeostasis (14–16). mRNA stability is controlled by *cis*-acting regulatory elements, mostly located in the 3' untranslated regions (UTRs), as well as by RNA-binding proteins (RBPs) and miRNAs (14, 16).

Tristetraprolin (TTP), encoded by the gene *Zfp36*, is an mRNA-destabilizing protein that preferentially binds to AU-rich elements (AREs) in the 3′ UTRs (17). TTP restricts expression of the target mRNAs by enhancing their decay and, by poorly understood ways, inhibiting their translation (17–19). mRNA destabilization by TTP includes the recruitment of the CCR4-NOT deadenylase and the decapping complex, while inhibition of translation is less well-understood (17).

We previously reported a PAR-iCLIP and systems biology approach to map and functionally annotate TTP binding sites in the transcriptome of primary macrophages (i.e., cells relevant for TTP function)–the TTP Atlas (20). This study demonstrated that TTP binding to the 3' UTR of target mRNAs is essential but not sufficient for transcript destabilization since many mRNAs bound by TTP were stable. Thus, the study revealed the fundamental question about the identity of additional factors determining mRNA destabilization by TTP (20). Similar conclusions were also drawn by studies employing other cell systems (18, 21, 22).

In agreement with the role of TTP in destabilization of inflammatory mRNAs, *TTP*^−/−^ mice are born healthy but develop progressive and eventually lethal, pleiotropic inflammation: the so called “TTP deficiency syndrome” (23). The phenotype is likely caused by elevated levels of certain TTP target mRNAs; however the mechanistic understanding of the TTP deficiency phenotype remains a challenging area of research. The deletion of the TTP targets *Tnf* or *Il23* in *TTP*^−/−^ mice abolishes most of the TTP deficiency syndrome (23, 24). Nevertheless, the requirement for these cytokines does not exclude a causative role of other TTP targets which might act upstream or downstream of *Tnf* or *Il23*, or independently of them. The incompletely resolved mechanism causing the TTP deficiency syndrome is underlined by a study wherein the ARE, i.e., the TTP binding site, is removed from the *Tnf* locus: animals with this lesion spontaneously develop colitis which is a pathological condition not detected in *TTP*^−/−^ mice (25). Moreover, the cell type(s) conferring the TTP phenotype are not well-characterized. Bone marrow transplantation analyses suggested that *TTP*^−/−^ myeloid cells caused the TTP deficiency syndrome (26). However, follow-up studies by us and the Blackshear laboratory demonstrated that mice bearing myeloid cell-specific *TTP* deletion (LysMcre-*TTP*^fl/fl^) remained healthy (27, 28). A recent report showing that keratinocyte-specific *TTP*^−/−^ deletion recapitulates many, although not all, TTP deficiency symptoms (29) suggests that the phenotype of *TTP*^−/−^ mice is mechanistically more complex than originally anticipated. *TTP*^−/−^ mice are not fertile reflecting their poor health conditions (23).

Here, we employed *TTP*^−/−^ mice which were lacking also the IL-1 receptor (*TTP*^−/−^ *Il1r1*^−/−^), IL-1α (*TTP*^−/−^ *Il1a*^−/−^), or IL-1β (*TTP*^−/−^ *Il1b*^−/−^) to show that IL-1 cytokines significantly contribute to development of the TTP deficiency syndrome: *TTP*^−/−^ *Il1r1*^−/−^ mice were fertile, displayed normal weight gain and reduced inflammation of joints and dermis. In agreement with the hyperactivation of IL-1 receptor signaling in *TTP*^−/−^ mice, *Il1b* expression was upregulated in tissues of *TTP*^−/−^ mice. Detailed studies including RNA-Seq and mRNA decay assays using primary cells showed that *Il1b* mRNA is destabilized by TTP. Unexpectedly, *Il1b* mRNA was destabilized in a context-dependent way: *Il1b* was destabilized by TTP in dendritic cells but not macrophages. The TTP deficiency syndrome was marginally improved in *TTP*^−/−^ *Il1a*^−/−^ and *TTP*^−/−^ *Il1b*^−/−^ mice indicating that both IL-1α and IL-1β contribute to the phenotype of *TTP*^−/−^ mice. Together, this report defines IL-1 as an important driver of the TTP deficiency syndrome and identifies context-dependent mRNA destabilization as a process required for the maintenance of immune homeostasis.

## Materials and Methods

### Mice

WT, *TTP*^−/−^, *Il1r1*^−/−^ *TTP*^−/−^, *Il1a*^−/−^ *TTP*^−/−^, and *Il1b*^−/−^ *TTP*^−/−^ mice were bred and kept in isolated, ventilated cages under specific pathogen-free conditions. *Il1r1*^−/−^ *TTP*^−/−^ mice were obtained by crossing *TTP*^−/−^ mice (23) with *Il1r1*^−/−^ mice (30). *Il1a*^−/−^ *TTP*^−/−^ mice were obtained by crossing *TTP*^−/−^ mice with *Il1a*^−/−^ mice (31); *Il1b*^−/−^ *TTP*^−/−^ mice were obtained by crossing *TTP*^−/−^ mice with *Il1b*^−/−^ mice (31). All mice used were on a C57BL/6 genetic background. Animal experiments were performed in accordance with the Austrian law for animal experiments and approved by the Austrian Ministry of Science under the license number BMWFW-66.006/0019-WF/V/3b/2016.

### Cell Culture

Bone marrow-derived dendritic cells (BMDCs) and macrophages (BMDMs) were produced from bone marrow isolated from the femurs and tibias of 9–12 weeks old WT, *TTP*^−/−^ or *Il1r1*^−/−^ *TTP*^−/−^ mice. BMDCs were cultivated for 11 days in RPMI (Sigma) supplemented with 10% FCS (Sigma), 100 U/ml penicillin (Sigma), 100 μg/ml streptomycin (Sigma) and 200 U/ml GM-CSF (Peprotech). BMDMs were cultivated for 8 days in DMEM (Sigma) supplemented with 10% FCS (Sigma), 100 U/ml penicillin (Sigma), 100 μg/ml streptomycin (Sigma) and CSF-1 derived from L929-cells.

### RNA-Seq

BMDCs (12.5 × 10^6^ cells per 15 cm dish per sample) were left untreated or stimulated with 10 ng/ml LPS (Sigma) for 3, 6, or 9 h in biological triplicates. For total RNA extraction, 1 ml QIAzol Lysis Reagent (QIAGEN) was added. RNA was precipitated using isopropanol and GlycoBlue (Thermo Scientific). DNA digestion was performed using DNase (Roche). For library preparation, SENSE mRNA-Seq Library Prep Kit V2 (Lexogen) was used according to the manufacturer's protocol. The RNA quality was assessed using Agilent RNA 6000 Pico Assays that were analyzed on Agilent 2100 Bioanalyser. The sequencing was performed at the VBCF NGS Unit (https://www.viennabiocenter.org/facilities). Single-end fragment libraries (100 bp) were sequenced on the Illumina HiSeq 2500 platform. Raw sequencing reads were demultiplexed, and cutadapt (https://doi.org/10.14806/ej.17.1.200) was used for barcode, adapter and quality trimming. Quality control was performed using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). STAR version 2.5 (32) was used to map all remaining reads to the GRCmm38/mm10 mouse genome assembly. We obtained more than 85% uniquely mapped reads in each sample. Data analysis and visualizations were performed in R-project version 3.4.0 with Rstudio IDE version 1.0.143. Differential expression analysis was performed based on read counts using DESeq2 (33). Gene set enrichment analysis (GSEA) was performed using the GSEA preranked module on the GenePattern server (34).

### Characterization of Primary Cells *in vitro*: Quantitative Reverse Transcription-PCR (qRT-PCR), Western Blotting and ELISA

BMDCs or BMDMs were treated with 10 ng/ml LPS (Sigma) for 3, 6, or 9 h. For induction of IL-1β release, 10 mM nigericin (Sigma) was added to cells for 2 h. IL-1α and IL-1β were added to cells at a concentration of 10 ng/ml for 3, 6, or 9 h. RNA isolation was performed as described for RNA-Seq, and cDNA was synthesized using Reverse Transcriptase (Thermo Scientific) with oligo (dT)_18_ and random hexamer primers. qRT-PCRs were run on a Realplex Mastercycler (Eppendorf) and monitored by the SYBR Green method using Hot FIREPol EvaGreen qPCR Supermix (Medibena). mRNA levels were calculated by the relative quantification method using a 2-fold standard dilution series derived from the samples. *Hprt* levels were used for normalization. For the purpose of analyzing mRNA decay rates, 5 μg/ml actinomycin D (Sigma) was added to cells for 45 or 90 min. Remaining mRNA was quantified using qRT-PCR, and the half-lives of transcripts then calculated using a fitted exponential curve. The 95% confidence intervals were calculated in R-project version 3.4.0.

For the purpose of Western blotting, whole cell extracts were prepared by lysing cells for 5 min in Frackleton buffer [10 mM Tris-HCl, 30 mM Na_4_P_2_O_7_, 50 mM NaCl, 50 mM NaF, 1% Triton X-100, 1 mM DTT, 1 mM vanadate, and 1x protease inhibitor (Roche)]. After centrifugation at 10,000 rpm at 4°C for 10 min, supernatants were added to SDS loading buffer at a 2:1 (lysate:loading buffer) ratio and boiled at 95°C for 5 min. For detection of TTP, MK2 and p-MK2, proteins were separated by SDS-PAGE on a 10% separation gel, and transferred to a nitrocellulose membrane by semi-dry transfer (Biorad Transblot® Turbo). For detection of IL-1β, proteins were separated by SDS-PAGE on a 12.5% separation gel, and transferred to a PVDF membrane by wet transfer. Anti-TTP (28), IL-1β (R&D Systems, #AF-401-NA), MK2 (Cell Signaling Technologies, #3042), p-MK2 (Cell Signaling Technologies, #3007) and tubulin (Cell Signaling Technologies, #2144S and Sigma, #T9026) antibodies were used for western blotting. Western blot quantification was performed on BioRad Image Lab 5.2.1.

Cytokine concentrations of IL-1β were measured in supernatants using a DuoSet ELISA kit (R&D Systems). For measurement of caspase-1 activity levels, the Caspase-Glo 1 Inflammasome Assay (Promega) was performed. Both were used according to the manufacturer's protocol.

### Phenotypic Characterization of Mice

WT, *TTP*^−/−^, *Il1r1*^−/−^ *TTP*^−/−^, *Il1a*^−/−^ *TTP*^−/−^, and *Il1b*^−/−^ *TTP*^−/−^ mice were phenotypically characterized for symptoms related to the TTP deficiency syndrome. Mice were weighed weekly up until 30 weeks of age and in parallel monitored for clinical signs of arthritis, dermatitis and conjunctivitis. Incidence of these inflammatory symptoms was defined as the first time any visual evidence of them was observed: arthritis by swelling of the paws and digits; dermatitis by drying and hardening of the paws or ears; and conjunctivitis by swelling of the conjunctiva.

For histological analysis of paw inflammation, front paws of mice were fixed in 4% paraformaldehyde for 16 h and decalcified for 10 days in Osteosoft (Merck Millipore). The tissue was then dehydrated and embedded in paraffin, and 4 μm sections prepared using a microtome. H&E staining was carried out following standard protocols. Sections were blind scored for the thickness of the epidermis and immune cell infiltrate in the dermis on a scale from 1 to 4, and on the degree of myeloid hyperplasia on a scale of 1–3, where 1 represents a WT phenotype and 3 or 4 a severe TTP deficiency phenotype.

Computer tomography (CT) imaging and measurements of bone volume and surface area/bone volume were performed at the VetCore Facility for Research (https://www.vetmeduni.ac.at/de_de/vetomics/). For measurement of degree of splenomegaly, 10-week-old mice were weighed and subsequently sacrificed, spleens isolated and weighed, and spleen weight normalized to total body weight.

### Cytokine Expression *in vivo*

Mesenteric lymph nodes, a 1 cm^2^ section of dorsal skin, the whole spleen, the liver left lobe and the right lungs were isolated from mice. For analysis of tissue mRNA expression levels, tissues were homogenized on a benchtop homogeniser (Polytron PT 2100) in QIAzol Lysis Reagent (QIAGEN) and RNA isolation, reverse transcription and qRT-PCR were performed as described for *in vitro* analyses. For analysis of tissue protein expression levels, tissues were homogenized in PBS supplemented with 1x protease inhibitor (Roche) and cytokine concentrations of IL-1α, IL-1β, and TNF-α were measured using DuoSet ELISA kits (R&D) according to the manufacturer's protocol. The determined concentrations were normalized to total protein concentration of the tissues as determined by Pierce BCA Protein Assay (Thermo Scientific) which was performed according to the manufacturer's protocol.

### Fluorescence Activated Cell Sorting (FACS) of Spleen Dendritic Cells/Monocytes

Spleens were isolated from 6 to 12 weeks old WT or TTP^−/−^ mice and single-cell suspensions prepared by plunging the cut spleens through 70 μm cell strainers. The cell suspensions were subsequently centrifuged at 500 × g for 5 min followed by lysis of red blood cells for 5 min in ACK buffer (Ammonium-Chloride-Potassium buffer: 150 mM NH_4_Cl, 10 mM KHCO_3_, 0.1 mM Na_2_EDTA, pH 7.3). After two washes in PBS, the isolated splenic cells were counted. From each spleen, 50 × 10^6^ cells were stained with Fixable Viability Dye eFlour 780 (eBioscience, #65-0865) prior to FcR blocking with anti-CD16/32 antibody (Biolegend, #1013) and stained in FACS buffer (PBS supplemented with 5% BSA and 5 mM EDTA) with the following monoclonal antibodies against mouse cell surface epitopes: anti-CD11c BV421 (Biolegend, #1173), anti-CD11b-BV605 (BD Biosciences, #563015), anti-Ly6G FITC (BD Biosciences, #551460), anti-Ly6C PerCP-Cyanine5.5 (eBioscience, #45-5932), anti-CD45R (B220) PE-Cyanine7 (BD Biosciences, #552772), anti-I-A/I-E (MHCII) PE (BD Biosciences, #557000), anti-CD3e PE-Cyanine7 (eBioscience, #25-0031). After staining, cells were washed twice with FACS buffer, resuspended in PBS and sorted using FACS Aria III flow cytometer operated with FACSDiva (BD Biosciences) as described in Supplemental Figure 6. DCs (cDCs and pDCs) were defined as CD11b^+^ CD11c^+^, monocytes as CD11b^+^ MHCII^−^ Ly6C^high^ and monocyte-derived DCs as CD11b^+^ MHCII^+^ Ly6C^−^ cells. Following sorting, RNA isolation was performed as described for RNA-Seq and reverse transcription performed using SuperScript IV Reverse Transcriptase (Thermo Fischer) following the manufacturer's protocol.

### qRT-PCR Primers

Il1b fw AGATGAAGGGCTGCTTCCAAA
Il1b rv AATGGGAACGTCACACACCA
Il1a fw CCA TCC AAC CCA GAT CAG CA
Il1a rv GTT TCT GGC AAC TCC TTC AGC
Tnf fw GATCGGTCCCCAAAGGGATG
Tnf rv CACTGGTGGTTTGCTACGAC
Hprt fw GCAGTCCCAGCGTCGTGA
Hprt rv CAGGCAAGTCTTTCAGTCCTGTC.

### Statistical Analysis

All statistical analysis was performed using GraphPad Prism 8.3.1.

## Results

### Regulation of the Transcriptome of Bone Marrow-Derived Dendritic Cells (BMDCs) by TTP

TTP regulates mRNA stability hence expression levels of predominately inflammation-associated genes such as cytokines and chemokines (20, 27, 28, 35, 36). Apart from this common signature TTP appears to regulate various mRNAs in cell type-specific ways as revealed by our recent analysis of distinct effects of TTP on the transcriptomes of two myeloid cell types, i.e., neutrophils and bone marrow-derived macrophages (BMDMs) (37). However, more detailed analysis of the cell type-specific impact of TTP was missing; in particular it was unclear whether the distinct effects of TTP on gene expression in different cells was caused indeed by differences in TTP-driven mRNA destabilization. Moreover, TTP displayed the highest impact on the neutrophil transcriptome prior to immunostimulation with lipopolysaccharide (LPS), which is in contrast to macrophages in which the effects of TTP were strongly increased upon LPS stimulation (20, 27, 28, 37).

To investigate the cell type- and immunostimulation-dependent impact of TTP further, we completed RNA-Seq experiments using dendritic cells as representative of another major myeloid cell type. Bone marrow-derived dendritic cells (BMDCs) from WT or *TTP*^−/−^ mice were treated with LPS (3, 6, or 9 h) or left untreated followed by RNA-Seq. 

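*Zfp36* (ENSMUSG00000044786), the gene that encodes TTP, lies on the minus strand of chromosome 7 of GRCm38 from 28376784 to 28380253. At each time its level in every *TTP*-/- library was below that in every WT library. Before LPS it was 213, 201 and 213 FPKM in the 3 WT libraries and 87.4, 101 and 102 FPKM in the 3 *TTP*-/- libraries, a log2 fold change of −1.11 (standard error 0.116, adjusted p = 0.000847 from limma). At 3 h it was 125, 136 and 122 FPKM in WT and 107, 105 and 100.1 FPKM in *TTP*-/- cells (log2 fold change −0.30, standard error 0.079, adjusted p = 0.038). At 6 h it was 157, 199.6 and 204 FPKM in WT and 127, 123 and 143 FPKM in *TTP*-/- cells (log2 fold change −0.50, standard error 0.146, adjusted p = 0.0581, or 0.0232 with the replicate number as a block). At 9 h it was 198, 234 and 221 FPKM in WT and 155, 162 and 156 FPKM in *TTP*-/- cells (log2 fold change −0.46, standard error 0.093, adjusted p = 0.00728). The call at 3 h was lost without WT replicate 2 (−0.25), WT replicate 3 (−0.33) and *TTP*-/- replicate 1 (−0.31), 2 (−0.30) or 3 (−0.27), and on values rescaled to TPM (−0.20), quantile-normalized (−0.19) or fitted with the block, while at 6 h the gene passed the threshold without WT replicate 1 (−0.62). The values count reads over the whole gene and do not show which part of it the reads come from, so reads from what is left of the gene in the *TTP*-/- allele are included.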

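BMDCs are dendritic cells grown from bone marrow, and LPS is a component of the bacterial outer membrane that triggers an inflammatory response. There were 8 groups of 3 libraries, WT and *TTP*-/- cells at 0, 3, 6 and 9 h of 10 ng/ml LPS, which the paper calls biological triplicates. The authors prepared stranded mRNA libraries, sequenced single-end reads of 100 bp, aligned them to GRCm38 with STAR and tested differential expression with DESeq2. They deposited 1 table per time with FPKM per library, so that levels at different times come from tables that were normalized separately. FPKM are whole multiples of what 1 read is worth, and the reads recovered from them give the depth. WT libraries held 22769561 to 25553546 assigned reads at 0 h (median 24302180), 21461877 to 21811235 at 3 h (median 21577983), 22768265 to 22953977 at 6 h (median 22830825) and 21599393 to 22635572 at 9 h (median 22419531). *TTP*-/- libraries held 23572899 to 24555998 at 0 h (median 24449395), 19966708 to 22156868 at 3 h (median 22075236), 20419777 to 23798774 at 6 h (median 21570550) and 20035931 to 23235117 at 9 h (median 22484320). In about 90.5% of the well-covered genes the deposited FPKM match a division by the whole span of the gene and not by its exons, which lowers the level of genes with long introns and so decides which genes pass the filter. With exon lengths, chosen after the values were seen, 12345 genes were tested at 0 h in place of 8346. Of 23394 gene IDs, 8350 with a mean of at least 0.5 FPKM over the 24 libraries were kept. Each time was tested on its 6 libraries with limma on log2(FPKM + 0.1), with Benjamini-Hochberg adjustment and an adjusted p of 0.05 as the threshold, and fold changes are on that log2 scale, which understates the change of genes with low FPKM.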

Western blot analysis confirmed that BMDCs derived from *TTP*^−/−^ mice did not express TTP protein (Supplemental Figure 1A). Principal component analysis (PCA) of biological RNA-Seq triplicates confirmed that WT and *TTP*^−/−^ samples formed well-separated clusters (Supplemental Figure 1B). 

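The genes that set *TTP*-/- libraries apart on the second principal component (PC2) were led by immunoglobulin kappa genes such as *Igkv4-50* (loading 0.110), which may share reads with each other, and by the chemokine *Cxcl2* (0.0995). The acute-phase protein *Saa3* (0.0988), the stress-induced cytokine *Gdf15* (0.0986) and the granulocyte growth factor *Csf3* (0.0975) followed. At the WT end were *Tmem37* (−0.0545) and *Spib* (−0.0522), a transcription factor of B cells and plasmacytoid dendritic cells. PC2 held 32.8% of the variance of the 500 genes that varied most. Its mean score was −24.1 ± 0.945 (SD, n = 3) in WT and 6.85 ± 0.313 in *TTP*-/- cells at 0 h, and −13.4 ± 5.43 and 21.0 ± 0.818 at 3 h. At 6 h it was −16.5 ± 0.711 in WT and 22.0 ± 1.3 in *TTP*-/- cells, and at 9 h −19.1 ± 0.204 and 23.2 ± 1.31. Every *TTP*-/- library scored above every WT library of its time, and for each of the 24 libraries the nearest other library on PC1 and PC2 had the same genotype.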

Differential expression analysis showed that TTP deficiency resulted in significantly increased (padj ≤ 0.05) expression of many genes under all conditions, as expected (Figure 1A; Supplemental Table 1). 

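Among genes with a mean of at least 5 FPKM and no overlap between the groups, the 8 largest rises in untreated *TTP*-/- BMDCs included *Igkc*, an immunoglobulin light chain that may share reads with other immunoglobulin genes (log2 fold change 3.65, standard error 0.261), *Csf3r*, the receptor for the granulocyte growth factor G-CSF (3.56 ± 0.205), *Ube2c*, a ubiquitin-conjugating enzyme of mitosis (3.21 ± 0.146), and *Prg2*, the eosinophil major basic protein (3.01 ± 0.166). *Csf3r* went from 0.942 ± 0.0437 to 12.6 ± 3.74 FPKM (SD, n = 3). The 8 largest falls included *Spib* (−2.58 ± 0.185) and *Nr4a3*, a nuclear receptor of myeloid cells (−2.15 ± 0.117). Markers of neutrophils were higher at all times: of 18 tested, 17, 18, 18 and 18 were higher at 0, 3, 6 and 9 h (18 at each time adjusted over the list alone), with median log2 fold changes of 2.45, 2.85, 2.77 and 2.47. The calcium-binding protein *S100a8* went from 114 ± 35.0 to 791 ± 290.0 FPKM at 0 h, and the granule proteins *Ngp* and *Elane* rose by 2.53 and 3.02. The list as a whole was higher by camera (adjusted p = 7.68e-15, 1.17e-18, 3.96e-21 and 2.44e-14), calls that were lost at adjusted p = 0.0938, 0.09, 0.09 and 0.09 with an estimated correlation. Of 11 markers of mast cells, basophils and eosinophils, 9, 10, 10 and 10 were higher (the same numbers adjusted over the list alone), with medians of 2.14, 2.46, 2.89 and 2.44. Among them were the basophil protease *Mcpt8* (2.38, 2.98, 3.15 and 2.44) and the eosinophil peroxidase *Epx* (3.37, 3.53, 3.84 and 3.37). Camera gave 9.22e-07, 3.24e-09, 2.01e-11 and 1.43e-08, and adjusted p = 0.13, 0.0938, 0.0938 and 0.175 with an estimated correlation.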

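Of 20 cell cycle genes, 20, 17, 10 and 13 were higher in *TTP*-/- BMDCs at 0, 3, 6 and 9 h (20, 17, 13 and 13 adjusted over the list alone), and their median log2 fold change was 1.61, 0.90, 0.74 and 0.62. Cyclin B2 (*Ccnb2*) rose by 2.98, 2.34, 2.09 and 1.81, and the mitotic survivin *Birc5* by 2.57 at 0 h. Camera called the list higher (adjusted p = 2.87e-13, 4.55e-11, 2.48e-07 and 0.000126), with adjusted p = 0.179, 0.179, 0.0938 and 0.213 with an estimated correlation. Dendritic cell and antigen presentation genes went the other way. Of 22 tested, 12, 13, 10 and 17 were lower (13, 15, 13 and 17 adjusted over the list alone) and 1, 1, 3 and 3 higher (1, 1, 3 and 3 adjusted over the list alone), with medians of −0.79, −0.52, −0.50 and −0.65. The MHC class II gene *H2-Eb1* fell from 101 ± 7.22 to 42.7 ± 6.43 FPKM at 0 h and had log2 fold changes of −0.94 and −1.03 at 3 and 6 h. *Irf4*, a transcription factor of dendritic cells, had log2 fold changes of −0.98, −1.09, −1.03 and −0.92, and the costimulatory molecule *Cd86* fell by 1.40 at 0 h. The camera test gave 6.97e-05, 0.000116, 0.00105 and 0.000498, and adjusted p = 0.273, 0.175, 0.274 and 0.213 with an estimated correlation. Without *TTP*-/- replicate 2 the 6 h counts of lower and higher dendritic cell genes were 6 and 1, and without WT replicate 1 3 were higher at 3 h. The 3 WT and 3 *TTP*-/- values did not overlap for 45.1, 44.4, 37.1 and 51.3% of the genes tested at 0, 3, 6 and 9 h, where chance gives 10%.

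**Figure D1:**
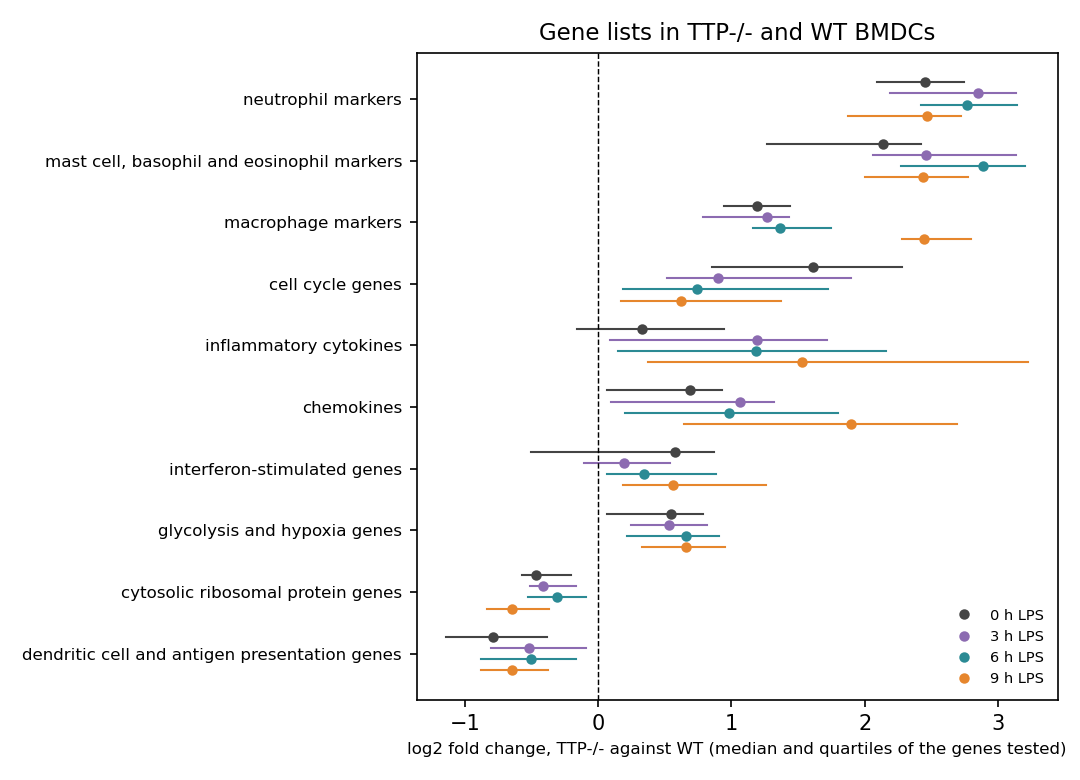
Log2 fold change of *TTP*-/- against WT BMDCs (horizontal axis) for 10 gene lists (vertical axis) at 0, 3, 6 and 9 h of LPS. Points are the medians and lines the quartiles of the genes tested. Neutrophil markers have medians from 2.45 to 2.85, and dendritic cell and antigen presentation genes from −0.79 to −0.50.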

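The interleukin *Il6* (ENSMUSG00000025746, chromosome 5 from 30013114 to 30019981, plus strand) was at 2.33 ± 0.765 FPKM (SD, n = 3) in untreated WT and 2.28 ± 0.516 FPKM in untreated *TTP*-/- BMDCs (adjusted p = 0.995 from limma). At 3 h it was 49.0 ± 5.31 in WT and 95.6 ± 11.6 FPKM in *TTP*-/- cells, a log2 fold change of 0.96 (standard error 0.125, adjusted p = 0.00307). At 6 h it was 52.9 ± 17.1 and 104 ± 13.7 FPKM (1.01 ± 0.230, adjusted p = 0.025), and at 9 h 31.3 ± 6.38 and 92.8 ± 31.6 FPKM (1.53 ± 0.246, adjusted p = 0.00278). The 6 h call was lost with no filter on low values, and without WT replicate 2 (0.87) or 3 (0.89) or *TTP*-/- replicate 1 (0.90), 2 (1.04) or 3 (1.08). At 9 h the chemokine *Ccl3* rose from 242 ± 46.1 to 2858 ± 569 FPKM (3.56 ± 0.184), and the cytokines *Il12a* (4.14 ± 0.194), *Il10* (4.22 ± 0.276) and *Il27* (4.03 ± 0.096) rose as well. The 8 largest rises by the naming rule held 0, 0, 1 and 5 members of the 7 lists of inflammation genes at 0, 3, 6 and 9 h (*Csf3* at 6 h, and *Ccl3*, *Cxcl2*, *Il12a*, *Il27* and *Tnf* at 9 h). Among the 100 largest rises past the threshold, taken without the rule on FPKM and overlap, there were 2, 3, 5 and 13 such genes, against 14, 13, 11 and 5 neutrophil markers. These are counts of members of the lists used here and not a test of ranked gene sets such as the GSEA of the paper.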

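Of 19 inflammatory cytokines tested, 5, 10, 13 and 14 were higher in *TTP*-/- BMDCs at 0, 3, 6 and 9 h (8, 12, 13 and 14 adjusted over the list alone), with median log2 fold changes of 0.33, 1.19, 1.19 and 1.53. The growth factor *Csf3* rose by 3.23, 3.41 and 3.56 at 3, 6 and 9 h. Camera called the list higher at each time (adjusted p = 0.0382, 1.31e-05, 4.33e-08 and 6.92e-07), with adjusted p = 0.18, 0.213, 0.09 and 0.0938 with an estimated correlation. Of 18 chemokines, 8, 8, 10 and 13 were higher (9, 9, 10 and 13 adjusted over the list alone), with medians of 0.69, 1.07, 0.98 and 1.90. *Cxcl10*, which attracts T cells, rose by 1.18, 1.32, 1.96 and 2.91, and *Ccl6* by 1.26, 1.27, 1.85 and 1.83. Camera gave 0.00982, 0.00284, 6.55e-06 and 3.99e-06 for the chemokines, and adjusted p = 0.207, 0.213, 0.0938 and 0.213 with an estimated correlation. Macrophage markers moved with both groups: of 12 tested, 10, 2, 11 and 11 were higher (11, 4, 11 and 11 adjusted over the list alone), with medians of 1.19, 1.27, 1.36 and 2.44. The macrophage growth factor receptor *Csf1r* rose by 1.53, 1.69 and 2.61 at 0, 6 and 9 h, and the macrophage list had camera adjusted p = 8.51e-06, 0.00495, 4.33e-08 and 7.97e-08, and adjusted p = 0.245, 0.432, 0.188 and 0.207 with an estimated correlation. The 3 h counts moved up or down when single libraries were left out. The 10 cytokines were 6 without WT replicate 2. The 8 chemokines were 13 without WT replicate 1, 4 without WT replicate 2, 5 without *TTP*-/- replicate 1 and 4 without *TTP*-/- replicate 3, and at 0 h 5 without WT replicate 3 and 4 without *TTP*-/- replicate 1. The 2 macrophage markers were 11 without WT replicate 1 and at most 1 without WT replicate 2 or 3 or *TTP*-/- replicate 1, 2 or 3.

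**Figure D2:**
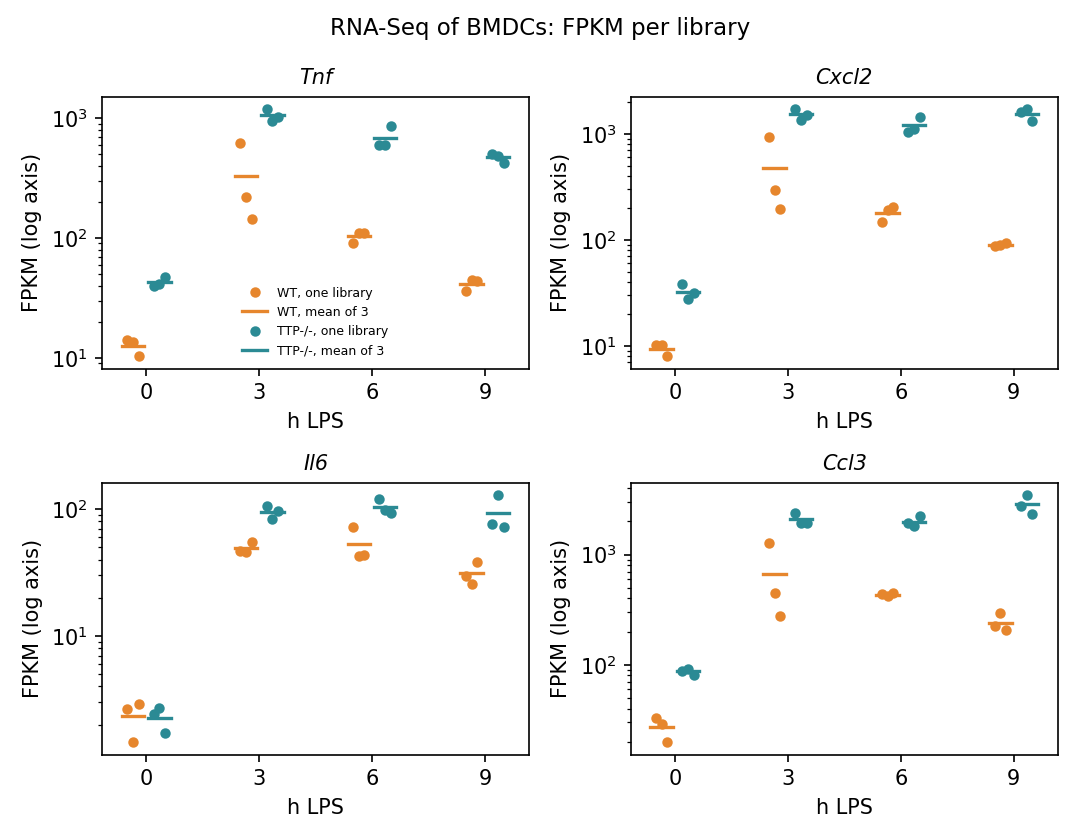
FPKM of *Tnf*, *Cxcl2*, *Il6* and *Ccl3* (vertical axis, log scale) in each of the 24 BMDC libraries against hours of LPS (horizontal axis). Points are single libraries and lines the means of 3, in WT and *TTP*-/- cells. At 9 h *Ccl3* lies at a mean of 242 FPKM in WT and 2858 FPKM in *TTP*-/- cells, and at 0 h the values of *Il6* overlap.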

Gene set enrichment analysis (GSEA) revealed that the most highly upregulated genes were inflammation-associated genes (e.g. *Tnf* , *Il6*, and *Cxcl2*) supporting the well-characterized model of TTP-regulated gene expression (Figures 1A,B; Supplemental Table 1). However, the impact of TTP deficiency in BMDCs did not increase upon LPS stimulation, in contrast to BMDMs reported by us previously (20). 

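*Acod1*, the enzyme that makes the metabolite itaconate, had log2 fold changes in *TTP*-/- BMDCs of 1.54 at 0 h, 1.29 at 3 h, 1.91 at 6 h and 3.08 at 9 h, and *Rrm2*, a subunit of the ribonucleotide reductase of dividing cells, 2.16, 1.94, 1.91 and 2.00. At 3 h *Acod1* did not pass the threshold (adjusted p = 0.144 from limma). The differences between 9 and 0 h did not pass the test for either gene (1.54, adjusted p = 0.0713, and −0.15, adjusted p = 0.865, from the interaction term in limma). They passed for *Tnf* (1.74), *Cxcl2* (2.33) and *Il6* (1.53), calls that were lost when some single replicates were left out. In all, 816 genes differed between 9 and 0 h, with 227 larger effects of the same sign, 232 smaller ones and 357 of opposite sign. The signs are those of the estimates, which did not have to differ from 0 at either time. Over the genes higher in *TTP*-/- BMDCs at all 4 times, the median log2 fold change was 1.34 at 0 h, 1.33 at 3 h, 1.61 at 6 h and 1.76 at 9 h. Over all genes tested, the median absolute log2 fold change was 0.30, 0.23, 0.24 and 0.26.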

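At 0 h the genes higher in *TTP*-/- BMDCs included *Il1r2*, the decoy receptor of IL-1 (2.09 ± 0.111, log2 fold change ± standard error), and the immediate-early gene *Fos* (1.87 ± 0.140). At 3 h they included the cystatin *Stfa2* (4.05 ± 0.141), which may share reads with its paralogs, and at 6 h the lipoxygenase *Alox15* (3.46 ± 0.148) and the eosinophil ribonuclease *Ear2* (3.44 ± 0.157). At 9 h they included *Saa3* (4.35 ± 0.308) and *Nos2*, the inducible nitric oxide synthase (3.54 ± 0.254). In all, 1156 genes were higher and 1295 lower at 0 h, 940 and 1219 at 3 h, 869 and 559 at 6 h, and 1478 and 1593 at 9 h, of 8346, 8350, 8348 and 8349 genes tested, so that 31.3% fewer were higher at 3 and 6 h than at 0 and 9 h. That percent was 4.2 with the replicate number as a block, −25.7 without WT replicate 1, where more genes were higher at 3 and 6 h, 46.3 without WT replicate 2, 46.35 and 55.1 without *TTP*-/- replicate 2 or 3, and 10.4 without WT replicate 1 at 3 h alone, a setting chosen after the values were seen. With the replicate number as a block 1253 genes were higher and 1292 lower at 6 h, so that 49.2% of the called genes were higher. On values rescaled to TPM, which moves the median gene from −0.036, −0.053, −0.061 and −0.054 to 0.083, 0.036, 0.062 and 0.082, 61.6, 59.5, 78.4 and 67.2% of the called genes were higher, against 47.2, 43.5, 60.9 and 48.1%. Single libraries moved the counts at 0, 3 and 6 h by over 1.5 times. At 0 h the higher and lower genes were 756 and 743 without WT replicate 1 and 716 and 729 without WT replicate 3, and 775 were lower without *TTP*-/- replicate 1. At 3 h they were 1492 and 1923 without WT replicate 1, 559 and 593 without WT replicate 2, 557 and 617 without *TTP*-/- replicate 1, 620 and 768 without *TTP*-/- replicate 2, and 528 and 552 without *TTP*-/- replicate 3. At 6 h the lower genes were 1051, 329 and 307 without WT replicate 1, 2 or 3 and 267, 191 and 232 without *TTP*-/- replicate 1, 2 or 3.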

The highest numbers of upregulated genes (padj ≤ 0.05, log_2_-fold-change [lfc] >0) in BMDCs were identified prior to stimulation and at 9 h of stimulation while the numbers of upregulated genes at 3 and 6 h of stimulation were 25% lower (Figure 1C). Thus, the contribution of LPS to TTP effects in BMDCs resembled the TTP impact in neutrophils but not BMDMs (20, 37). The analysis of TTP target genes revealed a major overlap under all conditions: 1178 genes upregulated in TTP-deficient BMDCs were shared across all time points of LPS treatments (i.e., 40–60% of genes upregulated in any condition) indicating that the TTP target spectrum was similar regardless of whether and how long the cells were treated with LPS (Figure 1C).

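Genes higher in *TTP*-/- BMDCs at each of the 4 times included *Irak3*, an inhibitor of Toll-like receptor signaling (log2 fold changes 1.28, 1.77, 1.91 and 1.96 at 0, 3, 6 and 9 h). *Txnip*, a regulator of thioredoxin and glucose uptake, rose from 43.9 ± 0.832 to 97.6 ± 3.41 FPKM (SD, n = 3) at 0 h and by 0.83, 1.85 and 1.68 on the log2 scale at the later times. The membrane protein *Ifitm6*, which may share reads with its paralogs, had log2 fold changes of 2.82, 3.72, 3.73 and 3.14, and the protease *Asprv1* 2.89, 3.73, 3.90 and 2.79. In all, 487 genes were higher at all 4 times, which is 42.1, 51.8, 56.0 and 33.0% of those higher at 0, 3, 6 and 9 h, where independent lists would share 2.40. A further 330 genes were lower at all 4 times. The 3 h and 6 h genes shared 618 (97.9 for independent lists), and 813 (154 for independent lists), or 93.6%, of the genes higher at 6 h were also higher at 9 h. Of the genes higher at 0 h, 94.8, 93.4 and 91.7% had a log2 fold change above 0 at 3, 6 and 9 h. Without *TTP*-/- replicate 1, 2 or 3 the genes higher at all 4 times were 301, 313 and 321. The paper takes its own overlap as a sign that the spectrum of TTP targets in BMDCs was similar whether or not and for however long the cells were treated with LPS. From the numbers of genes at each time it reasons that LPS contributed to the effects of TTP as it does in neutrophils and not as in BMDMs.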

**Figure 1:**
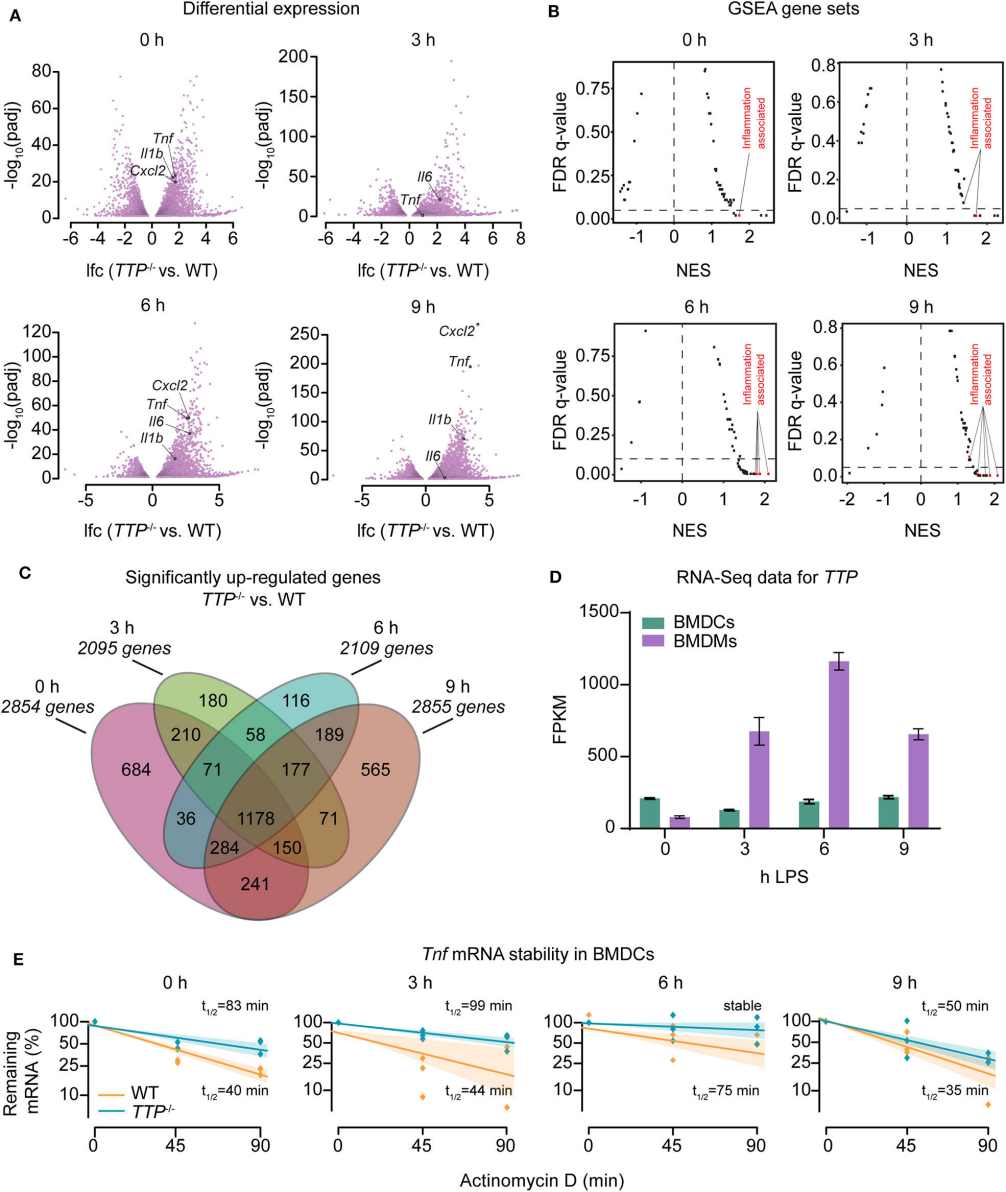
Regulation of the transcriptome of bone marrow-derived dendritic cells (BMDCs) by TTP. Bone marrow-derived dendritic cells (BMDCs) from WT and *TTP*^−/−^ mice were left untreated (0 h) or stimulated with 10 ng/ml LPS for 3, 6, and 9 h followed by RNA-Seq analysis. **(A)** Differential expression analysis between *TTP*^−/−^ vs. WT BMDCs. Only genes exhibiting significantly different expression (padj ≤ 0.05) are shown. Examples of cytokine and chemokine genes (*Tnf* , *Cxcl2, Il6*, and *Il1b*) are highlighted. **(B)** Mustache plot of false discovery rate (FDR) vs. normalized enrichment score (NES) based upon GSEA of RNA-Seq data. Dashed line: 0.05 FDR cutoff. **(C)** Overlap of genes significantly up-regulated (padj ≤ 0.05, LFC > 0) in *TTP*^−/−^ BMDCs vs. WT BMDCs at 0, 3, 6, and 9 h of LPS stimulation. **(D)** RNA-Seq data (FPKM, fragments per kilobase of exon model per million reads mapped) for *TTP* mRNA expression during LPS stimulation of WT BMDCs and, for comparison, WT BMDMs. RNA-Seq data for BMDMs are from our previous report (20). **(E)** *Tnf* mRNA stability assay performed by treating BMDCs with actinomycin D to block transcription and measuring remaining mRNA levels at 0, 45, and 90 mins. Shaded bars represent 95% confidence intervals. Half-lives (t_1/2_) are indicated.

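In WT BMDCs *Zfp36*, which encodes TTP, was at 209 ± 7.07 FPKM (SD, n = 3) before LPS and fell to 128 ± 7.12 FPKM at 3 h, a log2 fold change of −0.71 (standard error 0.100, adjusted p = 5.44e-06 from limma over all 24 libraries). The change is −38.9%, and every 3 h library lay below every untreated library (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). At 6 h the level was 187 ± 25.9 FPKM, which did not differ from that at 0 h (−0.17 ± 0.100, adjusted p = 0.141). At 9 h it was 218 ± 18.1 FPKM (0.06 ± 0.100, adjusted p = 0.632). These levels come from tables normalized separately for each time. With 1 set of size factors for the reads of all 24 libraries, chosen after the data were seen, the log2 fold changes were −0.24 at 3 h (adjusted p = 0.0627), 0.41 at 6 h (adjusted p = 0.00222) and 0.63 at 9 h (adjusted p = 4.24e-05). With all libraries set to a common median they were 0.23 at 6 h (adjusted p = 0.0603) and 0.46 at 9 h (adjusted p = 0.000744).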

TTP mRNA expression in BMDCs remained largely unchanged upon LPS treatment contrasting a strong induction by LPS in BMDMs (Figure 1D). Consistently, TTP protein was expressed prior to LPS stimulation and the levels did not considerably change throughout the LPS time course in BMDCs while it was strongly induced by LPS in BMDMs (Supplemental Figure 1C). These data demonstrate different regulation of TTP by LPS in BMDCs vs. BMDMs and suggest that expression of TTP in BMDCs is regulated largely by intrinsic rather than extrinsic cues like LPS. We then asked whether the differences in TTP expression are accompanied by changes in phosphorylated (i.e., activated) MAPKAPK2 (MK2), a kinase known as important regulator of TTP expression. MK2 phosphorylates TTP at least on two residues (S52 and T178 in the mouse TTP) causing its stabilization and thereby increased expression (38, 39). In agreement, MK2 was phosphorylated in BMDCs but not in BMDMs prior to LPS treatment (Supplemental Figure 1D).

*Tnf* mRNA, the most extensively studied TTP target, has been shown to be destabilized by TTP in various cells (17). mRNA stability assays performed in BMDCs demonstrated that the decay rate of *Tnf* mRNA is reduced in the absence of TTP in both steady state (i.e., unstimulated) and inflammatory conditions (Figure 1E). Thus, TTP regulates the stability of *Tnf* mRNA in BMDCs as it does in many other cell types.

Collectively, the transcriptome-wide differential expression analysis revealed a significant impact of TTP on the transcriptome of dendritic cells. 

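Of 28 mRNAs known as TTP targets, 11, 12, 16 and 20 were higher in *TTP*-/- BMDCs at 0, 3, 6 and 9 h (12, 14, 18 and 20 adjusted over the list alone), and the median log2 fold change of the list was 0.27, 0.88, 1.02 and 0.97. Camera called the list higher (adjusted p = 0.0448, 0.000497, 7.69e-07 and 9.22e-07), with adjusted p = 0.284, 0.328, 0.156 and 0.1 with an estimated correlation. Lower were 6, 4, 0 and 5 members (6, 5, 4 and 6 adjusted over the list alone), where the 4 at 3 h were 2 on values rescaled to TPM and without WT replicate 2 or *TTP*-/- replicate 1, 2 or 3, and the 5 at 9 h were 2 on values rescaled to TPM. The list holds *Zfp36* itself, the gene disrupted in *TTP*-/- cells, which is among the lower members at 0, 3 and 9 h. At 6 h, where limma called 0 lower, 4 had an unadjusted p under 0.05, voom called 3, and limma called 4 without WT replicate 1 or with the replicate number as a block and 1 with a common median or quantile normalization. Macrophage markers had medians of 1.19, 1.27, 1.36 and 2.44 at these times. Of 24 interferon-stimulated genes, 12, 7, 11 and 15 were higher (15, 8, 12 and 15 adjusted over the list alone), with medians of 0.58, 0.19, 0.34 and 0.56. Lower were 7, 3, 0 and 2 (7, 3, 0 and 3 adjusted over the list alone), and at 6 h 0 had an unadjusted p under 0.05 and voom called 0. The 3 at 3 h were at most 1 on values rescaled to TPM, with quantile normalization and without WT replicate 2 or 3 or *TTP*-/- replicate 1, 2 or 3, and the 2 at 9 h at most 1 in the same settings except for WT replicate 1 in place of 2. The antiviral enzyme *Oas2* rose by 2.25, 1.80, 2.7 and 3.21, and *Rsad2* by 0.71, 0.79, 1.52 and 2.53 at 0, 3, 6 and 9 h. Camera gave 0.0327, 0.0114, 6.12e-06 and 3.96e-06 for these genes, and adjusted p = 0.251, 0.421, 0.0938 and 0.213 with an estimated correlation. The 12 known targets at 3 h were 6, 7, 6, 7 and 6 without WT replicate 2 or 3 or *TTP*-/- replicate 1, 2 or 3. The 12 interferon-stimulated genes at 0 h were 7 without WT replicate 1 or 3, the 7 at 3 h were 4, 3, 4 and 3 without WT replicate 2 or *TTP*-/- replicate 1, 2 or 3, and the 11 at 6 h were 6 without *TTP*-/- replicate 2.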

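Within the TTP family and mRNA decay genes, *Zfp36l2*, a TTP paralog that also binds AU-rich elements, rose by 1.53, 0.98, 1.81 and 1.96 at 0, 3, 6 and 9 h, from 14.1 ± 1.81 to 40.9 ± 6.45 FPKM (SD, n = 3) at 0 h. The paralog *Zfp36l1* was lower at 0 h (−0.63 ± 0.115, adjusted p = 0.00752) and had log2 fold changes of −0.07, −0.28 and −0.42 at the later times, which did not pass the test. *Mapk14*, the p38α kinase upstream of MK2, rose by 1.10, 0.91, 0.90 and 0.89. Of the 21 members of this list, 2, 2, 2 and 3 were higher (2, 2, 2 and 3 adjusted over the list alone), and 4, 5, 1 and 2 were lower (4, 5, 1 and 2 adjusted over the list alone). The lower members at 0, 3 and 9 h include *Zfp36* itself, the gene disrupted in *TTP*-/- cells. The 4 at 0 h were 2 without WT replicate 1, the 5 at 3 h were 2 on values rescaled to TPM, 3 with quantile normalization and 1 without WT replicate 2 or 3 or *TTP*-/- replicate 1, 2 or 3, and the 2 at 9 h were 6 with a common median and 5 with quantile normalization. The 1 at 6 h was not called on values rescaled to TPM or without WT replicate 2 or 3 or *TTP*-/- replicate 1, 2 or 3, and 2 were lower with a common median, quantile normalization or the replicate number as a block and 3 without WT replicate 1. The list median was −0.11, −0.07, −0.12 and −0.12, and 0.01, 0.02, 0.00 and 0.02 on values rescaled to TPM, and camera did not call it (adjusted p = 0.555, 0.692, 0.913 and 0.714). Of 21 NF-κB and MAPK feedback genes, 4, 4, 4 and 9 were higher (4, 4, 4 and 9 adjusted over the list alone). The phosphatase *Dusp6*, which acts on ERK, rose by 1.79, 2.30, 2.67 and 2.51, while the NF-κB subunit *Rel* fell by 1.34 at 0 h. Lower were 8, 3, 0 and 5 members (9, 3, 0 and 6 adjusted over the list alone). The 8 at 0 h were 3 on values rescaled to TPM and without WT replicate 1, 2 or 3 or *TTP*-/- replicate 1 or 2, when the 4 higher were 2 without WT replicate 1 or 3. At 6 h, where limma called 0 lower, 3 had an unadjusted p under 0.05, voom called 1, and limma called 7 without WT replicate 1 and 3 with the replicate number as a block. The 5 at 9 h were 1 on values rescaled to TPM and 3 without WT replicate 1, 2 or 3 or *TTP*-/- replicate 1 or 2. The list median was −0.38, −0.09, −0.15 and 0.01, where camera pointed down at 0 h and up at 3, 6 and 9 h with no call (adjusted p = 0.252, 0.799, 0.656 and 0.176), so that median and test differ in sign at 3 and 6 h. The median at 3 h was 0.01 on values rescaled to TPM and that at 9 h −0.05 with a common median, −0.04 without WT replicate 1, −0.01 without WT replicate 3 and −0.02 without *TTP*-/- replicate 2.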

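The effect of TTP deficiency on *Cxcl2* was larger at 9 h than at 0 h by 2.33 on the log2 scale (standard error 0.486, adjusted p = 0.00423 from the interaction term in limma), and that on *Il6* by 1.53 (standard error 0.372, adjusted p = 0.0125). Both calls were lost without *TTP*-/- replicate 2 (2.15, adjusted p = 0.0569, and 1.4, adjusted p = 0.0588). The effect on macrophage markers was larger at 9 h by a median of 1.365. With the mean of these markers as a covariate, chosen after the values were seen, the difference was 0.82 for *Cxcl2* (standard error 0.171, and 1.16 without WT replicate 1 at 3 h) and 1.695 for *Il6* (standard error 0.506). For *Il23a*, a subunit of IL-23, the difference was 1.97 (standard error 0.397, adjusted p = 0.00331, and 0.328 from voom on the recovered reads). For *Zfp36*, which encodes TTP, the fold change was less negative at 3 h than at 0 h by 0.81 (standard error 0.142, adjusted p = 0.00146). At 3 h the difference for *Il6* (0.96, adjusted p = 0.182) did not pass the test. Across 8344 genes the effect differed from that at 0 h for 416 at 3 h, 696 at 6 h and 816 at 9 h. Of the 816 genes, 227 had a larger effect of the same sign at 9 h, 232 a smaller one and 357 one of opposite sign. These signs come from the estimates alone, which can lie near 0 at either time. With the mean effects of genotype and time removed from each gene and the times of the libraries permuted within each genotype, up to 3965 genes differed between 6 and 0 h, so the 696 are not set apart from a grouping of libraries. The counts at 3, 6 and 9 h were 244, 406 and 419 without WT replicate 2, 129, 271 and 307 without *TTP*-/- replicate 1, and 201, 358 and 352 without *TTP*-/- replicate 2, and without WT replicate 3 they were 194, 437 and 489.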

Unexpectedly, LPS did not result in a significant increase of TTP expression and TTP-dependent differential gene expression changes thereby contrasting the responses in macrophages. These data indicate that both TTP expression and TTP activity are regulated in cell type-specific ways.

### TTP Has Distinct Effects in BMDCs and BMDMs

The different regulation of TTP expression by LPS in BMDCs and BMDMs (Figure 1D) prompted us to compare the effects of TTP on the transcriptomes of these two myeloid cell types. To this end, we generated overlaps of genes upregulated (padj ≤ 0.05, lfc > 0) in the absence of TTP in BMDCs vs. BMDMs (Figure 2A). More genes were differentially regulated in BMDCs than in BMDMs under unstimulated as well as LPS-stimulated conditions. The difference was particularly pronounced prior to LPS stimulation with 5-fold more genes upregulated in BMDCs. Relatively few upregulated genes were shared between BMDCs and BMDMs (Figure 2A). These differences in TTP effects were confirmed by the absence of correlation between upregulated genes in BMDCs vs. BMDMs: *R* (Pearson's correlation coefficient) in unstimulated cells = −0.1814, *R* in stimulated cells = −0.0400 (Figures 2B,C).

**Figure 2:**
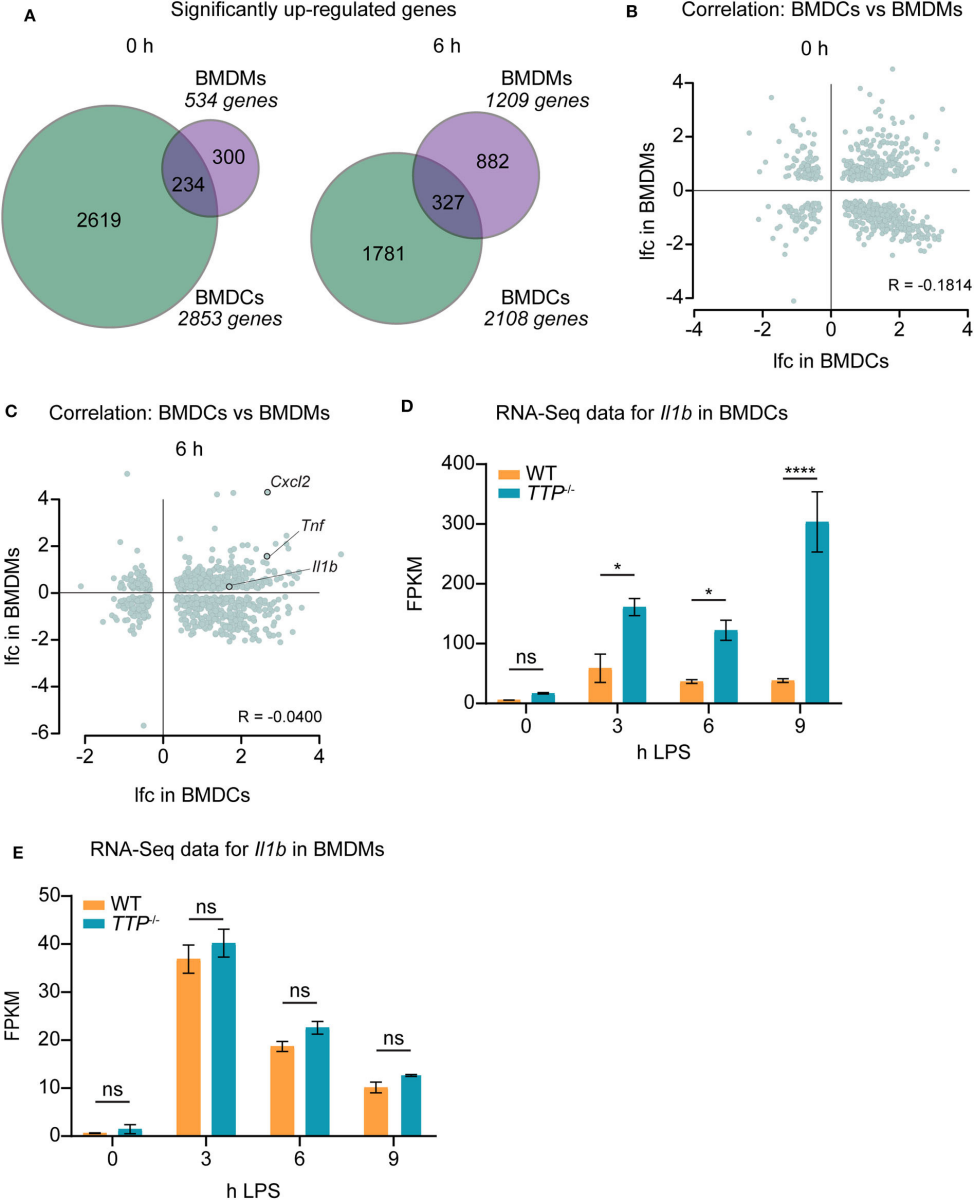
TTP has distinct effects in BMDCs and BMDMs. Differential expression data of RNA-Seq for *TTP*^−/−^ and WT BMDCs were compared with similar data previously obtained for BMDMs (20). **(A)** Overlap of significantly up-regulated (*TTP*^−/−^ vs. WT; padj ≤ 0.05, lfc > 0) genes in BMDMs and BMDCs at 0 and 6 h of LPS stimulation. **(B,C)** Correlation analysis for genes showing significantly different expression (padj ≤ 0.05) in BMDMs vs. BMDCs prior to LPS stimulation **(B)** and at 6 h of LPS stimulation **(C)**. lfc; log_2−_fold-change. *R*; Pearson's *R* correlation coefficient. The correlation coefficients *R* = −0.1814 and *R* = −0.0400 indicate that differential expression data for BMDMs do not correlate with those for BMDCs under any of the conditions. **(D)** RNA-Seq data (FPKM) for *Il1b* mRNA in *TTP*^−/−^ and WT BMDCs. **(E)** RNA-Seq data (FPKM) for *Il1b* mRNA in *TTP*^−/−^ and WT BMDMs as obtained in our previous report (20). Statistical evaluation in **(D,E)**: two-way ANOVA with Sidak's multiple comparisons test; error bars indicate mean ± SEM; *P < 0.05; ****P < 0.0001; ns, not significant.

The mRNAs of the pro-inflammatory genes *Tnf* and *Cxcl2* were highly upregulated in both cell types under LPS-stimulated conditions, i.e., under conditions of high expression of pro-inflammatory genes. Both *Tnf* and *Cxcl2* mRNAs are known to be bound and destabilized by TTP (20, 23, 28). 

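*Tnf* (ENSMUSG00000024401, chromosome 17 from 35199381 to 35202007, minus strand) was higher in *TTP*-/- than in WT BMDCs at each time. After 6 h of LPS it was at 104 ± 10.9 FPKM (SD, n = 3) in WT and 684 ± 149 FPKM in *TTP*-/- cells, a log2 fold change of 2.71 (standard error 0.180, adjusted p = 0.000102 from limma), and after 9 h at 41.6 ± 4.75 and 471 ± 39.9 FPKM (3.501 ± 0.118, adjusted p = 6.81e-06). *Cxcl2* (ENSMUSG00000058427, chromosome 5 from 90903871 to 90905938, plus strand), a chemokine that attracts neutrophils, was at 179.9 ± 30.0 and 1199 ± 203 FPKM after 6 h (2.74 ± 0.183, adjusted p = 0.000104) and at 90.3 ± 3.5 and 1550 ± 211 FPKM after 9 h (4.09 ± 0.119, adjusted p = 6.39e-06). Before LPS *Tnf* was at 12.7 ± 2.03 and 42.8 ± 3.93 FPKM (1.76 ± 0.152, adjusted p = 0.000458) and *Cxcl2* at 9.46 ± 1.26 and 32.3 ± 5.35 FPKM (1.76 ± 0.164, adjusted p = 0.000609). At 3 h *Tnf* was at 329.6 ± 258 and 1059 ± 124 FPKM (1.96 ± 0.504, adjusted p = 0.0328) and *Cxcl2* at 472 ± 395 and 1529 ± 178 FPKM (2.02 ± 0.536, adjusted p = 0.0368). WT replicate 1 at 3 h lay apart from replicates 2 and 3, with 625 against 219.8 and 145 FPKM of *Tnf*, and the macrophage markers had median log2 fold changes of 1.19, 1.27, 1.36 and 2.44 at 0, 3, 6 and 9 h. Without WT replicate 1 the 3 h log2 fold changes were 2.56 (adjusted p = 0.000342) and 2.66 (adjusted p = 0.000309). The 3 h calls were lost with no filter and without WT replicate 2 (1.81 and 1.84), WT replicate 3 (1.51 and 1.54) or *TTP*-/- replicate 1 (1.87 and 1.93), 2 (2.03 and 2.10) or 3 (1.98 and 2.02). In WT BMDCs LPS raised *Tnf* by 4.42, 3.03 and 1.72 and *Cxcl2* by 5.31, 4.23 and 3.25 at 3, 6 and 9 h on the log2 scale.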

Our data show that these two mRNAs are regulated similarly by TTP in BMDCs and BMDMs (Figure 2C, Supplemental Table 1). In contrast, the mRNA of the important pro-inflammatory cytokine *Il1b* was strongly upregulated in BMDCs but not BMDMs indicating different regulation of this gene in these two myeloid cell types (Figure 2C; Supplemental Table 1). 

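In BMDCs *Il1b* (ENSMUSG00000027398, chromosome 2 from 129364570 to 129371139, minus strand), which encodes pro-IL-1β, was at 36.6 ± 5.58 FPKM (SD, n = 3) in WT and 122 ± 29.0 FPKM in *TTP*-/- cells after 6 h of LPS. The log2 fold change was 1.73 (standard error 0.200, adjusted p = 0.00129 from limma). The WT libraries held 40.9, 30.3 and 38.5 FPKM and the *TTP*-/- libraries 109.6, 102 and 155 FPKM, without overlap (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). Macrophage markers had a median log2 fold change of 1.36 at this time.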

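Before LPS *Il1b* was at 5.79 ± 0.304 FPKM (SD, n = 3) in WT and 16.9 ± 2.19 FPKM in *TTP*-/- BMDCs, a log2 fold change of 1.53 (standard error 0.128, adjusted p = 0.000424 from limma). At 3 h it was at 58.8 ± 41.1 and 161 ± 24.7 FPKM (1.66 ± 0.443, adjusted p = 0.0371). At 9 h it was at 38.3 ± 5.42 and 303 ± 87.2 FPKM (2.96 ± 0.208, adjusted p = 6.31e-05). The WT libraries at 3 h held 106, 39.6 and 30.8 FPKM, of which the first stood apart, and the fold change without it was 2.19. Macrophage markers had median log2 fold changes of 1.19, 1.27 and 2.44 at 0, 3 and 9 h. At 3 h the log2 fold change was 2.19 without WT replicate 1 (adjusted p = 0.000337), and the call was lost with no filter on low values, and without WT replicate 2 (1.48) or 3 (1.302) or *TTP*-/- replicate 1 (1.55), 2 (1.77) or 3 (1.67).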

Comparison of RNA-Seq data at all time points of LPS stimulation [BMDCs: Supplemental Table 1, BMDMs: (20)] confirmed that *Il1b* mRNA is regulated by TTP throughout the inflammatory response in BMDCs but not BMDMs (Figures 2D,E). We note that *Il1b* mRNA was bound by TTP in BMDMs as revealed by the analysis of the reported PAR-CLIP dataset (20) (Supplemental Figure 2). Thus, binding of TTP to *Il1b* mRNA does not regulate this target in BMDMs.

These data identify a distinct impact of TTP on gene expression in macrophages vs. dendritic cells. Together with the reported transcriptome-wide analysis of TTP impact in neutrophils (20), these results corroborate the cell type-specific effects of TTP within the myeloid lineage.

### TTP Controls *Il1b* mRNA Stability and IL-1β Protein Levels in BMDCs

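*Il1b* ranked 230 of 8346 genes by log2 fold change at 0 h, 203 of 8350 at 3 h, 255 of 8348 at 6 h and 56 of 8349 at 9 h, which places it above 97.3, 97.6, 97.0 and 99.3% of the genes tested. The values rest on a mean of 889 reads in WT and 2825 reads in *TTP*-/- libraries at 0 h, and on 5357 and 45110 reads at 9 h. Voom on the recovered reads gave adjusted p = 0.00912 at 3 h, 4.64e-05 at 6 h and 2.88e-08 at 9 h. In WT BMDCs LPS raised *Il1b* by 3.11 at 3 h (adjusted p = 7.29e-08 from limma), 2.63 at 6 h (4.66e-07) and 2.695 at 9 h (4.11e-07) on the log2 scale, between tables normalized separately.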

The increased *Il1b* mRNA levels in *TTP*^−/−^ BMDCs as compared to WT cells (Figure 2D; Supplemental Table 1) suggested that TTP promotes *Il1b* mRNA decay in this myeloid cell type. To directly test this, WT and *TTP*^−/−^ BMDCs were stimulated for 3, 6, or 9 h with LPS, or left untreated. mRNA quantitation confirmed increased *Il1b* expression in *TTP*^−/−^ BMDCs (Supplemental Figure 3A). Comparison of mRNA stability in WT and *TTP*^−/−^ BMDCs demonstrated that the *Il1b* mRNA was destabilized by TTP prior to and 3 h after LPS stimulation (Figure 3A). Thus, the TTP-mediated acceleration of *Il1b* mRNA decay was in agreement with increased *Il1b* mRNA levels in *TTP*^−/−^ BMDCs.

**Figure 3:**
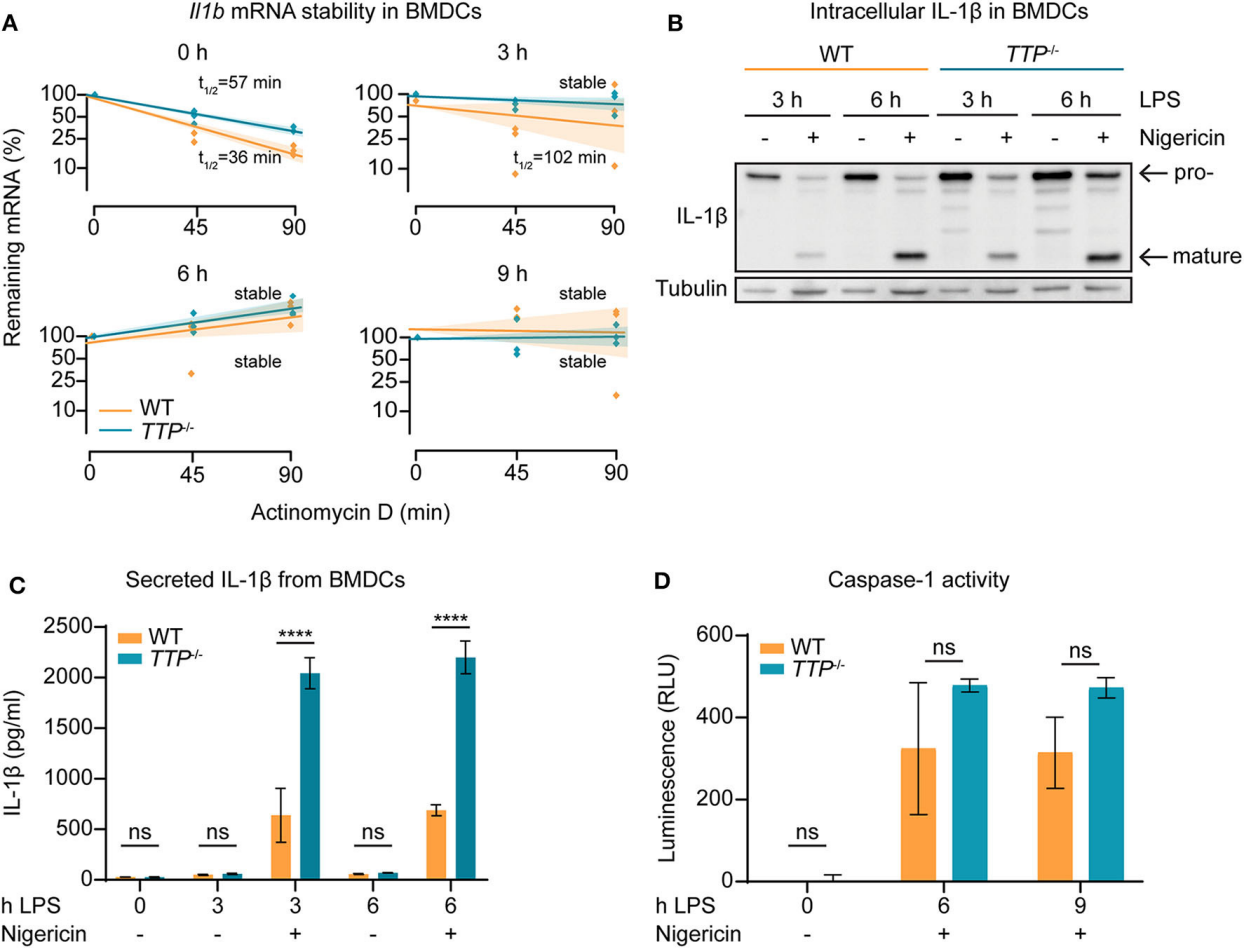
TTP controls *Il1b* mRNA stability and IL-1β bioavailability in BMDCs. **(A)** *Il1b* mRNA stability assay performed by treating cells with actinomycin D to block transcription and measuring remaining mRNA levels at 0, 45, and 90 mins using *TTP*^−/−^ and WT BMDCs stimulated for 0, 3, 6, and 9 h with LPS. Shaded bars represent 95% confidence intervals. Half-lives (t_1/2_) are indicated. **(B)** Western blot analysis for IL-1β using whole cell extracts from *TTP*^−/−^ and WT BMDCs stimulated for 3 and 6 h with LPS in the presence or absence of nigericin, as indicated. Pro-IL-1β and mature IL-1β forms are indicated. Tubulin served as loading control. **(C)** Secreted levels of IL-1β measured by ELISA using supernatants from *TTP*^−/−^ and WT BMDCs stimulated for 0, 3, and 6 h with LPS in the presence or absence of nigericin, as indicated. **(D)** Caspase-1 activity assessed by Caspase-1 Glo assay in *TTP*^−/−^ and WT BMDCs stimulated for 0, 6, and 9 h with LPS in the presence nigericin; RLU, relative luminescence units. Statistical evaluation in **(C,D)**: two-way ANOVA with Sidak's multiple comparisons test (*n* = 3); error bars, mean ± SEM; ****P < 0.0001; ns, not significant.

We then asked whether the regulation of *Il1b* mRNA by TTP is relevant for the production of IL-1β cytokine. At the post-translational level, the bioavailability of IL-1β is controlled by proteolytic processing: *Il1b* mRNA is translated to generate an inactive 35 kDa IL-1β protein (the pro-IL-1β form) which is cleaved by the inflammasome-activated protease caspase-1 to generate the biologically active 17 kDa mature form (1). This process occurs in parallel with the mechanism necessary for IL-1β release; caspase-1 also cleaves Gasdermin-D (GSDMD), allowing the N-terminal domain to form pores in the cell plasma membrane and subsequent release of IL-1β (40).

To determine the amounts of the pro- and mature forms of IL-1β protein, BMDCs were treated with LPS alone or LPS and the inflammasome activator nigericin. Western blot analysis of lysates of these cells revealed that in the absence of TTP, both pro- and mature forms were elevated (Figure 3B and Supplemental Figure 3B). Moreover, higher IL-1β levels were detected also in the supernatants of *TTP*^−/−^ BMDCs as compared to WT controls (Figure 3C). In contrast, *TTP*^−/−^ BMDMs secreted similar IL-1β amounts as WT BMDMs (Supplemental Figure 3C), consistent with the lack of effect of TTP on *Il1b* mRNA expression in macrophages. These results indicate that the higher *Il1b* mRNA levels in *TTP*^−/−^ BMDCs caused an increase in production of pro-IL-1β and, consequently, mature IL-1β. The higher levels of both pro- and mature IL-1β suggested that processing of pro-IL-1β, hence inflammasome activity, was not regulated by TTP. In agreement, caspase-1 activity which reflects the activity of the inflammasome, was not significantly different in WT and *TTP*^−/−^ BMDCs (Figure 3D).

Together, the data demonstrate that *Il1b* mRNA is destabilized by TTP in BMDCs. The absence of TTP in these cells results in higher levels of *Il1b* mRNA which leads to increased production of mature IL-1β.

### Deletion of the IL-1 Receptor in *TTP^−/−^* Mice Delays Onset and Reduces the Severity of the TTP Deficiency Syndrome

The findings that TTP-deficient BMDCs produced more IL-1β (both mRNA and protein) (Figure 3) and our previous report showing increased *Il1b* mRNA in peritoneal neutrophils from *TTP*^−/−^ mice (37) prompted the question as to whether this level of IL-1β dysregulation is physiologically relevant. Moreover, we noticed that TTP-deficient BMDCs exhibited also higher *Il1a* mRNA expression (Supplemental Figure 4A; Supplemental Table 1) suggesting that also IL-1α dysregulation might have a physiological impact.

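*Il1a* (ENSMUSG00000027399, chromosome 2 from 129299610 to 129309972, minus strand), which encodes IL-1α, was higher in *TTP*-/- BMDCs after 6 h of LPS by 1.53 on the log2 scale (standard error 0.210, adjusted p = 0.00279 from limma) and after 9 h by 2.74 (standard error 0.191, adjusted p = 6.1e-05). At 0 h its log2 fold change was 0.91 (standard error 0.327, adjusted p = 0.0785) and at 3 h 1.41 (standard error 0.442, adjusted p = 0.060), which did not pass the test. Macrophage markers had medians of 1.36 at 6 h and 2.44 at 9 h. At 0 h the gene passed the threshold without *TTP*-/- replicate 3 (1.26, adjusted p = 0.00525), on values rescaled to TPM (1.04, 0.0394) and with voom (0.92, 0.0418). At 3 h it passed without WT replicate 1 (1.93, 0.000986), with a filter at 5 FPKM (0.0469), the replicate number as a block (0.0438), 1 fit of all 24 libraries (0.00588), exon lengths (0.0443) and voom (0.0189), with the same log2 fold change of 1.41 in the other fits.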

To interrogate the possible role of IL-1 cytokines in the development of the TTP deficiency syndrome, we generated mice with a deletion in the *Il1r1* gene in *TTP*^−/−^ mice, producing *Il1r1*^−/−^ *TTP*^−/−^ mice. As expected, BMDCs from *Il1r1*^−/−^ *TTP*^−/−^ did not respond to either IL-1α or IL-1β as assessed by *Tnf* mRNA expression (Supplemental Figures 4B,C). The phenotype of these double-deficient mice was then compared to the one of *TTP*^−/−^ mice. First, we noticed that *Il1r1*^−/−^ *TTP*^−/−^ mice were able to breed (Supplemental Figure 4D), indicating an improvement in the overall health as compared to *TTP*^−/−^ mice which are not fertile presumably due to pleiotropic inflammation (23). Moreover, in contrast to the growth deficit of *TTP*^−/−^ mice, *Il1r1*^−/−^ *TTP*^−/−^ mice displayed similar growth curves as WT mice until reaching about 10 weeks of age (Figure 4A). At 10 weeks of age, both male and female *Il1r1*^−/−^ *TTP*^−/−^ mice displayed similar weights as WT mice thereby differing significantly from *TTP*^−/−^ mice which exhibited significantly lower weights (Figure 4B and Supplemental Figure 4E). At an older age, the weight of *Il1r1*^−/−^ *TTP*^−/−^ mice started to diverge from the WT but the failure to gain weight was not as severe as seen in the TTP KO mice (Figure 4A).

**Figure 4:**
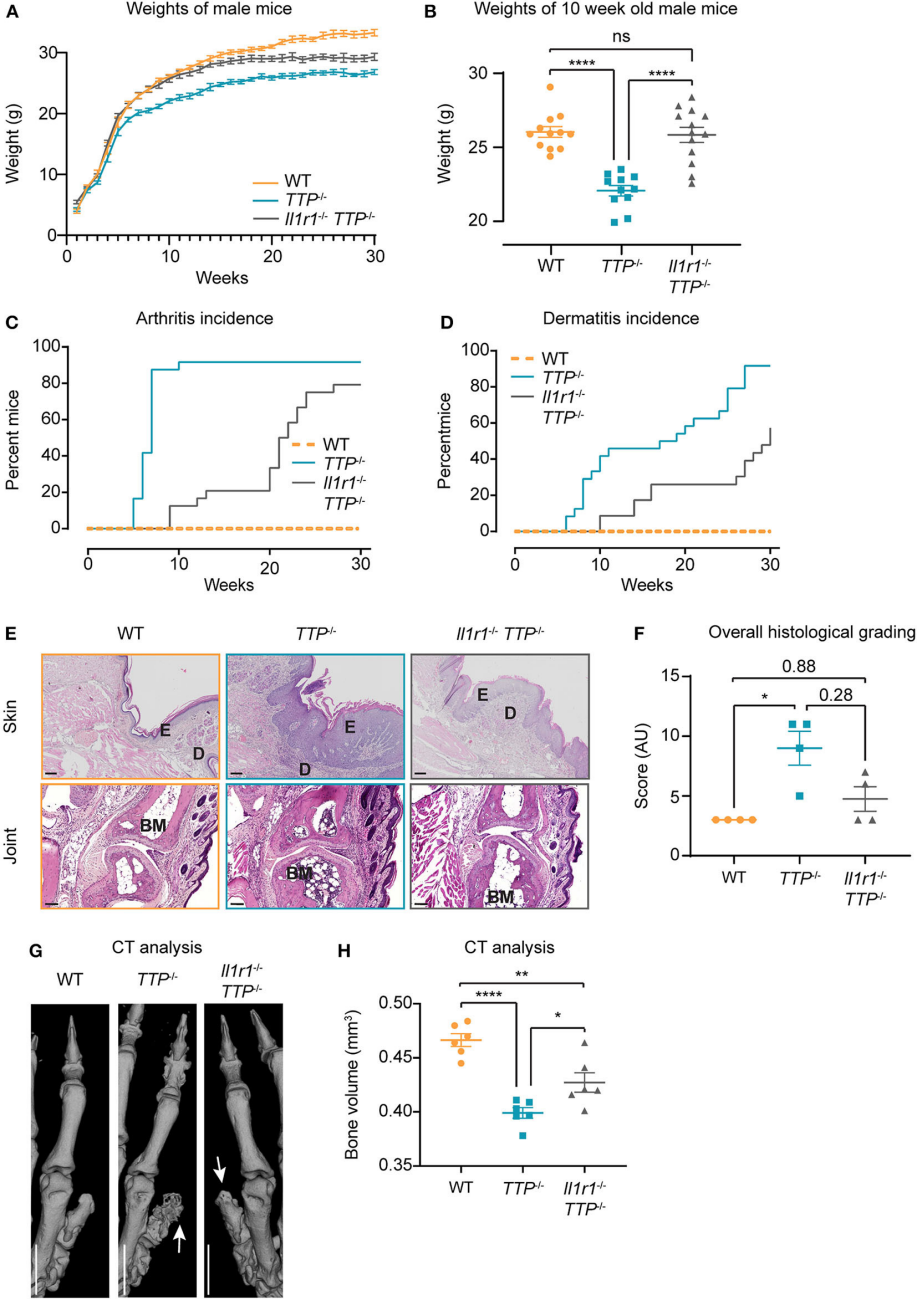
*Il1r1*^−/−^ *TTP*^−/−^ display significantly ameliorated TTP deficiency syndrome as compared to *TTP*^−/−^ mice. **(A)** Weights of WT, *TTP*^−/−^ and *Il1r1*^−/−^ *TTP*^−/−^ male mice (*n* = 12-13 per genotype), as monitored for 30 weeks. **(B)** Weights of WT, *TTP*^−/−^ and *Il1r1*^−/−^ *TTP*^−/−^ male mice (*n* = 12-13 per genotype) at 10 weeks of age. **(C)** Incidence of arthritis in male and female mice, as monitored for 30 weeks (*n* = 24 per genotype). **(D)** Incidence of dermatitis in male and female mice, as monitored for 30 weeks (*n* = 24 per genotype). **(E)** Representative H&E-stained sections of paws from WT, *TTP*^−/−^ and *Il1r1*^−/−^ *TTP*^−/−^ mice at 10 weeks of age; E, epidermis; D, dermis; BM, bone marrow. Scale bar: 100 μm. **(F)** Sections were graded for epidermal thickness, dermal infiltrate and myeloid hyperplasia. Individual scores were combined for overall grading. Statistical evaluation: Kruskal–Wallis with Dunn's multiple comparisons test; *P < 0.05. **(G)** High resolution CT imaging of front paws of 10-week-old WT, *TTP*^−/−^ and *Il1r1*^−/−^ *TTP*^−/−^ female mice. Arrows indicate pronounced bone disruption in *TTP*^−/−^ mice and weak bone disruption in *Il1r1*^−/−^ *TTP*^−/−^ mice. **(H)** Bone volume was measured in the distal phalanges (P2) from high-resolution CT scans of front paws from 10-week-old WT, *TTP*^−/−^ and *Il1r1*^−/−^ *TTP*^−/−^ mice (*n* = 6 per genotype). Scale bar: 1 mm. Statistical evaluation: one-way ANOVA with Tukey's multiple comparisons test; error bars, mean ± SEM; *P < 0.05; **P < 0.01, ****P < 0.0001.

Accordingly, the incidence of arthritis, dermatitis and conjunctivitis were reduced in *Il1r1*^−/−^ *TTP*^−/−^ mice as compared to *TTP*^−/−^ animals (Figures 4C,D and Supplemental Figure 4F). Haematoxylin & eosin (H&E) staining of paw sections confirmed reduced inflammatory signs in *Il1r1*^−/−^ *TTP*^−/−^ mice as compared to *TTP*^−/−^ mice: *TTP*^−/−^ mice displayed thickened epidermis, severe immune cell infiltrate in the dermis and epidermis, as well as myeloid hyperplasia in the bone marrow, all of which were reduced in the *Il1r1*^−/−^ *TTP*^−/−^ mice (Figure 4E and Supplemental Figures 4G–I). The overall histological grading confirmed that inflammation was reduced (albeit not significantly) in *Il1r1*^−/−^ *TTP*^−/−^ mice as compared to *TTP*^−/−^ mice (Figure 4F). To substantiate these results, we employed high resolution computer tomography (CT) which allows the assessment of bone erosion through calculation of the bone volume. Bone disruption was detected in distal phalanges and first digits of *TTP*^−/−^ mice (Figure 4G), as previously reported (29). Importantly, the severity of bone erosion was reduced in the *Il1r1*^−/−^ *TTP*^−/−^ mice as revealed by quantitation of the bone volume (Figure 4H).

In summary, inactivation of IL-1R signaling in *TTP*^−/−^ mice results in a delayed onset and reduced severity of all aspects of the TTP deficiency syndrome, indicating that IL-1R signaling contributes to development of the hyperinflammatory phenotype.

### TTP Controls *Il1b* mRNA and IL-1β Bioavailability *in vivo*

The amelioration of the TTP deficiency syndrome observed in the *Il1r1*^−/−^ *TTP*^−/−^ mice (Figure 4) indicated that the activation of the IL-1 receptor or the signaling pathway downstream of the receptor are pathologically upregulated in *TTP*^−/−^ mice. The increased *Il1b* mRNA expression by *TTP*^−/−^ BMDCs (Figures 2, 3) and neutrophils (37) suggest that the adverse effects of the IL-1 receptor in *TTP*^−/−^ mice are caused by elevated IL-1β levels. Similarly, IL-1α might contribute to the phenotype of *TTP*^−/−^ mice as *Il1a* mRNA is increased in TTP-deficient BMDCs (Supplemental Figure 4A; Supplemental Table 1). 

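*Il1a* ranked 318 of 8348 genes by log2 fold change at 6 h and 95 of 8349 at 9 h, above 98.9% of the genes tested at 9 h. A mean of 6016 reads in WT and 43250 reads in *TTP*-/- libraries stood behind it at 9 h. LPS raised it in WT BMDCs by 3.19 at 3 h (adjusted p = 3.32e-07 from limma), 2.64 at 6 h (2.67e-06) and 2.32 at 9 h (1.44e-05) on the log2 scale, across tables that were normalized separately. The macrophage markers, whose median log2 fold change between genotypes was 2.44 at 9 h, moved with it.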

To directly address the cause of the aberrant IL-1R function in *TTP*^−/−^ mice we conducted several types of analyses.

First, we examined whether the signaling strength downstream of the IL-1R is different in *TTP*^−/−^ vs. WT cells. To this end, WT and *TTP*^−/−^ BMDCs were stimulated with IL-1β followed by quantitation of *Tnf* gene expression as the readout for the activity of IL-1R signaling. No increased *Tnf* mRNA induction upon IL-1β treatment was detected in *TTP*^−/−^ BMDCs as compared to WT cells indicating that the signaling pathway downstream of the IL-1 receptor was not upregulated in the absence of TTP (Supplemental Figure 5A).

Second, we compared the expression of the IL-1 receptor antagonist (*Il1rn*) in *TTP*^−/−^ and WT cells. Lower *Il1rn* expression in *TTP*^−/−^ cells could result in higher stimulation of the IL-1 receptor thus increased IL-1 signaling. 

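*Il1rn* (ENSMUSG00000026981, chromosome 2 from 24336853 to 24351494, plus strand), which encodes the IL-1 receptor antagonist, was at 19.2 ± 2.13 FPKM (SD, n = 3) in untreated WT and 46.8 ± 3.83 FPKM in untreated *TTP*-/- BMDCs, a log2 fold change of 1.29 (standard error 0.129, adjusted p = 0.00075 from limma). It was at 32.7 ± 18.5 and 77.2 ± 5.77 FPKM at 3 h (1.37 ± 0.352, adjusted p = 0.0323), at 22.0 ± 0.769 and 74.7 ± 6.54 FPKM at 6 h (1.76 ± 0.116, adjusted p = 0.000102) and at 23.3 ± 2.77 and 131 ± 28.1 FPKM at 9 h (2.47 ± 0.165, adjusted p = 5.04e-05). At 3 h the log2 fold change was 1.80 without WT replicate 1 (adjusted p = 0.000149), and the call was lost with no filter and without WT replicate 2 (1.22) or 3 (1.10) or *TTP*-/- replicate 1 (1.32), 2 (1.43) or 3 (1.38). Of 9 IL-1 ligands, receptors and antagonists tested, 5, 6, 7 and 7 were higher at 0, 3, 6 and 9 h (8, 7, 7 and 7 adjusted over the list alone), with medians of 0.91, 1.37, 1.53 and 2.06. The IL-33 receptor *Il1rl1* rose by 0.86, 1.84, 2.30 and 2.06 and the IL-36 cytokine *Il1f9* by 2.59, 2.8, 3.17 and 3.04. Camera gave 8.9e-05, 0.00013, 5.17e-07 and 0.000222 for the list, and adjusted p = 0.152, 0.1, 0.09 and 0.0938 with an estimated correlation. The 6 genes higher at 3 h were 3 without WT replicate 2 or any 1 of the 3 *TTP*-/- libraries. Macrophage markers had medians of 1.19, 1.27, 1.36 and 2.44.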

The BMDC RNA-Seq dataset showed no decrease in *Il1rn* expression in TTP-deficient cells (Supplemental Table 1). Similar data were observed also in BMDMs and neutrophils as reported by us previously (20, 37). This comparison indicated that the IL-1 receptor antagonist was not involved in the dysregulated function of the IL-1 receptor in *TTP*^−/−^ mice.

The increased expression of *Il1a* and *Il1b* and no aberrance in signaling downstream of IL-1R in cells deficient in TTP suggested that the pathological activity of the IL-1 pathway in *TTP*^−/−^ mice was likely caused by elevated *Il1a* and/or *Il1b* expression *in vivo*. To examine whether the increased *Il1a* and *Il1b* expression in various TTP-deficient primary cells was reflected by corresponding changes in tissues, we isolated liver, lung, mesenteric lymph nodes (LNs), skin and spleen from WT and *TTP*^−/−^ mice. *Il1b* expression was significantly higher in the liver, lung and LNs from TTP-deficient animals as compared to WT controls (Figure 5A). The IL-1β cytokine was upregulated in the spleen of *TTP*^−/−^ mice and increased, albeit not significantly, in other tissues (Figure 5B). *Il1a* mRNA and IL-1α cytokine levels were similar in tissues from WT and *TTP*^−/−^ mice (Supplemental Figures 5B,C). The expression of *Tnf* , the best described TTP target, was elevated in the liver and lung but decreased in the spleen of *TTP*^−/−^ mice (Figure 5C). TNF-α cytokine was not upregulated in tissues from *TTP*^−/−^ mice (Figure 5D), consistent with previous reports (26, 41).

**Figure 5:**
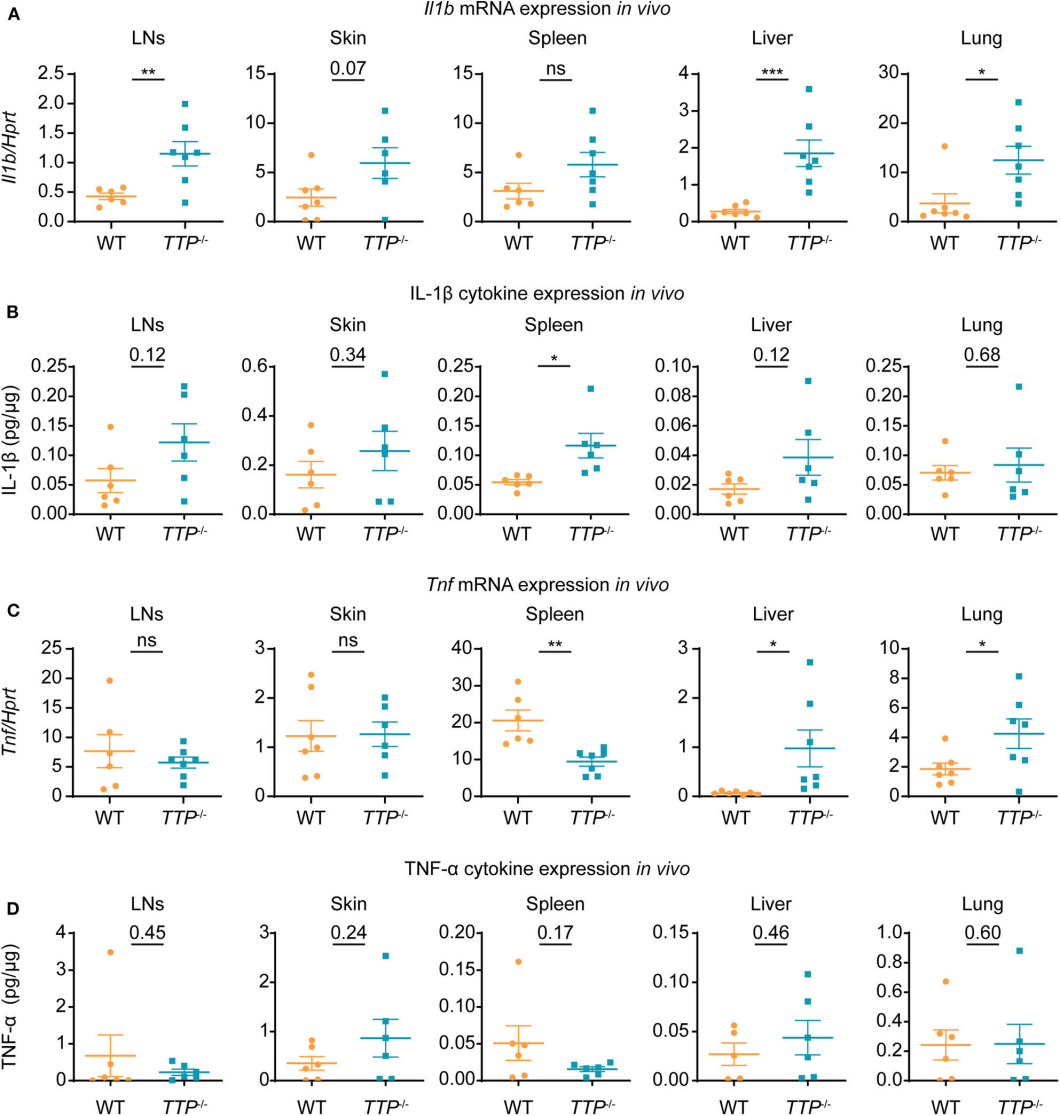
*Il1b* mRNA and IL-1β cytokine are increased in tissues of *TTP*^−/−^ mice. Mesenteric lymph nodes (LNs), skin, spleen, liver and lung were collected from 10-week-old WT and *TTP*^−/−^ mice and mRNA and cytokine levels were determined. **(A)** *Il1b* mRNA levels were quantitated by qRT-PCR (*n* = 6-7 per genotype). **(B)** IL-1β cytokine levels were measured by ELISA, with normalization to total protein (*n* = 6 per genotype). **(C,D)** *Tnf* mRNA **(C)** (*n* = 6-7 per genotype) and TNF-α cytokine **(D)** (*n* = 5-6 per genotype) were quantitated as described in **(A,B)**, respectively. Statistical evaluation: unpaired student's *t*-test; error bars, mean ± SEM; *P < 0.05; **P < 0.01; ***P < 0.001; ns, not significant.

The analysis of organs (Figure 5) implied that TTP was capable of controlling *Il1b* expression at least in some of the cell types forming the organ tissues. We asked whether TTP had such effects also in splenic DCs. To this end, we isolated spleens from *TTP*^−/−^ and WT mice and determined *Il1a, Il1b*, and *Tnf* expression in splenic DCs (CD11b^+^ CD11c^+^ including cDC and pDCs), CD11b^+^ MHCII^−^ Ly6C^high^ monocytes and CD11b^+^ MHCII^+^ Ly6C^−^ moDCs (monocyte-derived DCs) (Figure 6 and Supplemental Figure 6). TTP deficiency caused increased *Il1b* expression in splenic DCs (Figure 6A), consistent with effects we observed in BMDCs. *Il1b* mRNA was not elevated in TTP-deficient splenic monocytes and moDCs (Figure 6A). *Il1a* and *Tnf* mRNA were not significantly regulated by TTP in any of the analyzed splenic cell types (Figures 6B,C).

**Figure 6:**
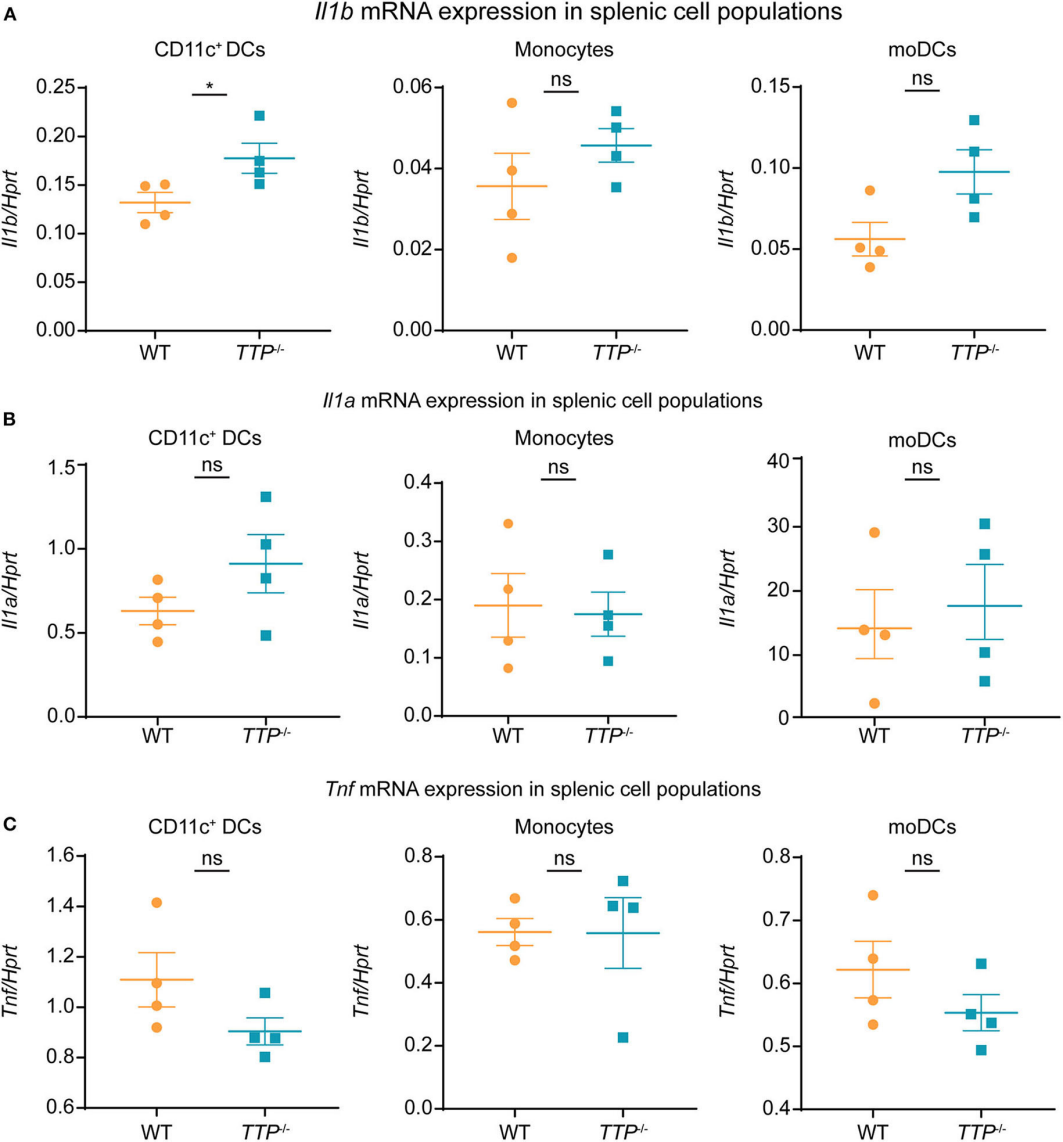
TTP controls *Il1b* expression in splenic DCs. *Il1b* **(A)**, *Il1a* **(B)**, and *Tnf* **(C)** mRNA levels were determined by qRT-PCR in CD11c^+^DCs (comprising CD11b^+^ CD11c^+^ cDCs and pDCs), monocytes (CD11b^+^ MHCII^−^ Ly6C^high^) and moDCs (CD11b^+^ MHCII^+^ Ly6C^−^ monocyte-derived DCs) sorted from spleens isolated from *TTP*^−/−^ and WT mice (*n* = 4/genotype). Sorting and gating were performed as described in Supplemental Figure 6. Statistical evaluation: unpaired student's *t*-test; error bars, mean ± SEM; *P < 0.05; ns, not significant.

These *in vivo* and *ex vivo* analyses revealed dysregulated IL-1 production in *TTP*^−/−^ mice and supported the role of uncontrolled IL-1 signaling in the development of the TTP deficiency syndrome.

### IL-1α and IL-1β Are Non-redundant Drivers of Dysregulated IL-1 Signaling in TTP-Deficient Animals

The reduced hyperinflammation observed in *Il1r1*^−/−^ *TTP*^−/−^ mice as compared to *TTP*^−/−^ animals (Figure 4) together with increased levels of *Il1b* mRNA and IL-1β protein in tissues of *TTP*^−/−^ mice (Figures 5A,B) suggested that IL-1β plays a causal role in the TTP deficiency syndrome. IL-1α might also contribute to the TTP deficiency syndrome since higher *Il1a* mRNA levels were detected in TTP-deficient BMDCs (Supplemental Figure 4A; Supplemental Table 1) and BMDMs (20). To directly address the roles of IL-1α and IL-1β in the pathology of *TTP*^−/−^ mice we generated TTP-deficient mice lacking the *Il1a* (*Il1a*^−/−^ *TTP*^−/−^) or *Il1b* (*Il1b*^−/−^ *TTP*^−/−^) genes. As expected, *Il1a* and *Il1b* genes were not expressed in *Il1a*^−/−^ *TTP*^−/−^ and *Il1b*^−/−^ *TTP*^−/−^ mice, respectively, as revealed by LPS stimulation of BMDMs derived from these mice (Supplemental Figures 7A,B).

Similar to *TTP*^−/−^ mice (but in contrast to *Il1r1*^−/−^ *TTP*^−/−^ mice, Supplemental Figure 4D), *Il1b*^−/−^ *TTP*^−/−^ mice were not fertile (Figure 7A). The fertility of *Il1a*^−/−^ *TTP*^−/−^ mice was severely blunted: only 2 out of 6 breeding pairs produced viable pups (Figure 7A). The inflammatory parameters of the TTP deficiency syndrome (weight gain deficits and arthritis) were in general only slightly less pronounced in *Il1a*^−/−^ *TTP*^−/−^ and *Il1b*^−/−^ *TTP*^−/−^ mice as compared to *TTP*^−/−^ animals. At the age of 11 weeks, the weights of *Il1a*^−/−^ *TTP*^−/−^ were significantly lower than WT controls; the weights of *Il1b*^−/−^ *TTP*^−/−^ were also reduced (although not significantly) (Figure 7B). In contrast, *Il1r1*^−/−^ *TTP*^−/−^ displayed similar weights as the WT animals (Figures 4A,B). The 70 % mark of arthritis incidence was reached at 9 weeks of age in *Il1b*^−/−^ *TTP*^−/−^ mice and at 15 weeks of age in *Il1a*^−/−^ *TTP*^−/−^ mice (Figure 7C). In contrast, the same level of arthritis incidence was observed at the age of 6-7 weeks in *TTP*^−/−^ mice (Figures 4C, 7C) and at the age of 25 weeks in *Il1r1*^−/−^ *TTP*^−/−^ mice (Figure 4C).

**Figure 7:**
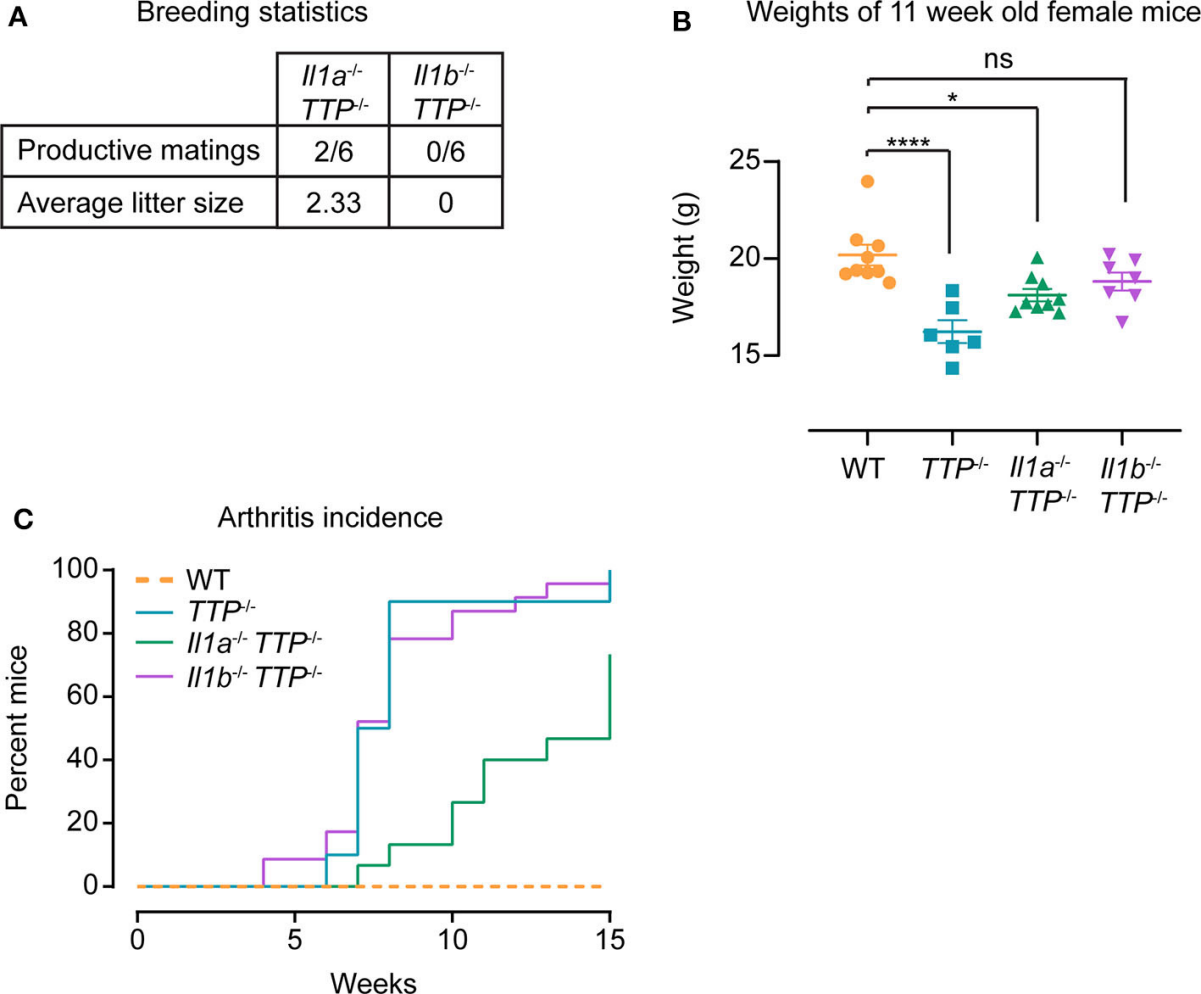
IL-1α and IL-1β contribute to TTP deficiency syndrome. WT, *TTP*^−/−^, *Il1a*^−/−^ *TTP*^−/−^, and *Il1b*^−/−^ *TTP*^−/−^ mice were phenotypically characterized for signs of the TTP deficiency syndrome. **(A)** Breeding statistics in *Il1a*^−/−^ *TTP*^−/−^ and *Il1b*^−/−^ *TTP*^−/−^ mice. Productive matings; number of females placed in breedings that had at least one live birth. **(B)** Weights of WT, *TTP*^−/−^, *Il1a*^−/−^ *TTP*^−/−^, and *Il1b*^−/−^ *TTP*^−/−^ mice at 11 weeks of age (*n* = 6–9 per genotype). Statistical evaluation: one-way ANOVA with Tukey's multiple comparisons test; error bars, mean ± SEM; *P < 0.05; ****P < 0.0001; ns, not significant. **(C)** Incidence of arthritis in WT, *TTP*^−/−^, *Il1a*^−/−^ *TTP*^−/−^, and *Il1b*^−/−^ *TTP*^−/−^ mice monitored for 15 weeks (*n* = 13–24 per genotype).

In conclusion, these data indicate that IL-1α and IL-1β are non-redundant drivers of the TTP deficiency syndrome. The amelioration of the TTP deficiency syndrome observed in *Il1r1*^−/−^ *TTP*^−/−^ mice is due to the absence of signaling triggered by both IL-1α and IL-1β. However, the comparison of *Il1a*^−/−^ *TTP*^−/−^ and *Il1b*^−/−^ *TTP*^−/−^ mice suggests that IL-1α might contribute more to the lack of fertility and to arthritis, whereas IL-1β plays a more critical role in the weight gain deficit.

## Discussion

Despite the very high number of mRNAs bound by TTP in cells, the function of this mRNA-destabilizing protein is remarkably specific, i.e., it is mainly required for the control of immune responses (17, 18, 20–22). This functional specificity distinguishes TTP from the closely related family members *Zfp36l1* and *Zfp36l2* which are involved in various processes, including embryonic development and hematopoiesis (42–45). The preferred sequence of the target RNA is similar for all three family members and defined by an RNA binding domain composed of tandem CCCH class zinc fingers (17). Thus, the specific function of TTP is determined largely by mechanisms other than RNA binding; these mechanisms remain incompletely understood. In this study we establish that TTP can destabilize a target mRNA, namely *Il1b* RNA, in cell type-dependent ways and that such context-determined TTP function is physiologically relevant. These findings imply that TTP action is defined by the cellular context; this type of regulation could contribute to the high specificity of TTP function.

The phenotype of *TTP*^−/−^ mice, i.e., inflammation spontaneously developing after several weeks of age in many organs, including skin, joints, and eyes, has long been regarded to be caused by overexpression of *Tnf* owing to increased *Tnf* mRNA stability (46). In agreement, deletion of the TNF-α receptor *Tnfr1* in *TTP*^−/−^ mice abolished most of the TTP deficiency syndrome (with notable exception of splenomegaly which was present also upon *Tnfr1* deletion) (41).

However, one important aspect of the *TTP*^−/−^ phenotype remained unexplained: *TTP*^−/−^ mice do not develop spontaneous intestinal inflammation. This was surprising given that mice bearing deletion of the ARE sequence (i.e., the TTP binding site) in the *Tnf* gene locus suffer from severe colitis caused by *Tnf* overexpression (25). The missing signs of colitis in *TTP*^−/−^ mice indicated that also mechanisms other than *Tnf* overexpression are involved in the TTP deficiency syndrome. The findings that deletion of *Ccl3* or *Il23* in *TTP*^−/−^ mice significantly improved or restored, respectively, the health of TTP-deficient animals confirmed that *Tnf* is not an exclusive driver of the TTP deficiency phenotype (24, 47).

Our study describes IL-1 signaling triggered by IL-1α or IL-1β as an additional driver of the TTP deficiency syndrome. This finding is based on multiple lines of evidence. First, *Il1r1*^−/−^ *TTP*^−/−^ mice exhibit significantly reduced inflammatory symptoms as compared to *TTP*^−/−^ animals. Second, *Il1b* mRNA expression is increased in tissues of *TTP*^−/−^ mice and cultured primary cells from *TTP*^−/−^ mice; these cells include BMDCs shown in this study and neutrophils reported in our previous work (37). The increased *Il1b* mRNA expression causes higher levels of the mature IL-1β cytokine in tissues of *TTP*^−/−^ mice. This is important since IL-1β levels are significantly regulated by post-translational processing so that higher *Il1b* mRNA levels may not necessarily cause higher production of the mature cytokine. Increased *Il1b* mRNA was reported also for TTP-deficient keratinocytes (29). Third, the levels of *Il1a* mRNA are also elevated in TTP-deficient BMDCs (this study) and BMDMs (20).

The amelioration of the TTP deficiency syndrome by a gene deletion (i.e., *Il23, Ccl3, Tnfr1*) or antibody-mediated neutralization of a TTP target (i.e., anti-TNF-α antibodies) in *TTP*^−/−^ mice is regarded as an important evidence for a causal role of the particular gene in development of the TTP phenotype (23, 24, 41, 47). However, the precise assessment of whether a gene is directly or indirectly driving the TTP phenotype is challenging as the putative driver might be itself regulated by another TTP target. Alternatively, pathways downstream of the putative driver might be controlled by TTP.

We explored these options and their possible involvement in the driver function of Il-1 cytokines/signaling in multiple ways. First, the output of the pathway downstream of the IL-1 receptor is not changed upon TTP deletion as *Tnf* mRNA induction by IL-1α or IL-1β is similar in WT and *TTP*^−/−^ cells. Second, caspase-1 activity was not significantly different in WT and *TTP*^−/−^ BMDCs excluding a dysregulation of pro-IL-1β cleavage into mature cytokine. Third, the expression of the IL-1 receptor antagonist, a key modulator of IL-1 signaling, is not reduced in *TTP*^−/−^ cells. These control experiments together with increased *Il1a* and *Il1b* expression in *TTP*^−/−^ cells and/or tissues suggest that IL-1 signaling is a direct driver of the TTP deficiency syndrome. The incomplete rescue of the TTP deficiency syndrome by the IL-1 receptor deletion indicates that IL-1 signaling is a less robust driver as compared to the previously identified drivers TNF-α and IL-23 (23, 24).

The relatively small improvement of health of *Il1a*^−/−^ *TTP*^−/−^ and *Il1b*^−/−^ *TTP*^−/−^ mice as compared to *TTP*^−/−^ mice contrasts the significantly better health condition of *Il1r1*^−/−^ *TTP*^−/−^ mice. This finding implies that both IL-1α and IL-1β drive the TTP deficiency syndrome. IL-1α and IL-1β are effectors and amplifiers of responses to various challenges such as infections or tissue injury (1). Remarkably little is known about IL-1α and IL-1β functions under steady state (unchallenged) conditions. While IL-1β appears to facilitate glucose uptake by increasing post-prandial insulin production (48), no steady state function has been so far identified for IL-1α. Our results indicate that both IL-1α and IL-1β need to be controlled at the level of mRNA stability under steady state conditions in order to prevent perturbations in homeostasis. Although our study revealed that TTP controls *Il1a* and *Il1b* expression in DCs (BMDCs and splenic CD11c^+^ DCs) but not BMDMs and splenic monocytes, this particular TTP function cannot alone cause the TTP deficiency syndrome since mice with DC-specific TTP deletion (TTP^fl/fl^-CD11cCre mice) are healthy (29). Thus, it is likely that DCs together with other cell types drive the *Il1b*-dependent TTP deficiency syndrome. Consistent with this assumption are our findings that *Il1b* is elevated in several organs of *TTP*^−/−^ mice: these data indicate that TTP controls *Il1b* more broadly and probably also in other cells than DCs in these organs. The absence of TTP effects on *Il1a* expression in the investigated organs suggests that TTP controls this cytokine in small cell subsets in these organs and/or that *Il1a* is significantly regulated by TTP in cells from other organs. Regardless of the identity of the most relevant cell types for the *Il1a*- and *Il1b*-driven TTP deficiency syndrome, our study establishes the critical importance of cell-type dependent control of TTP-mediated mRNA destabilization *in vivo*.

Previous reports by us and others suggested the involvement of cell type-specific factors in TTP activity: while *Il1b* mRNA was expressed in similar amounts in WT and *TTP*^−/−^ BMDMs, the levels of this mRNA were higher in *TTP*^−/−^ neutrophils and keratinocytes as compared to WT controls (20, 29, 37). However, the evidence that these differences were caused by higher *Il1b* mRNA stability in specific *TTP*^−/−^ cells was not provided. The cell type-specific effects of TTP are not restricted to *Il1b* but comprise many TTP targets as revealed by the significant differences of TTP effects on the transcriptomes of BMDCs vs. BMDMs shown in this study, and BMDMs vs. neutrophils reported previously (37). The mechanisms underlying this context-dependent mRNA destabilization remain to be discovered in future studies. These mechanisms might include cell type-specific auxiliary factors that modulate (positively or negatively) the destabilizing activity of TTP for a particular target (or a group of targets). Cell type-specific post-translational modification of TTP may also contribute to the context-dependent function of TTP. Recent studies revealed that TTP contains a large number of phosphorylation sites with so far unexplained biological functions (39, 49).

Regulated mRNA degradation is hallmark of controlled immune responses (15, 50). The principal regulated parameters are selectivity and timing of mRNA decay. Our current study reveals another important level of regulation, namely context-dependent destabilization of mRNA as key process in the maintenance of immune homeostasis.

## Data Availability Statement

The datasets generated for this study can be found in the RNA-Seq data were deposited in GEO under the accession number GSE143241.

## Ethics Statement

The animal study was reviewed and approved by Austrian Ministry of Science; license number: BMWFW-66.006/0019-WF/V/3b/2016.

## Author Contributions

LS and PK conceptualized, designed the experiments, and wrote the manuscript. LS established experimental systems, conducted and analyzed RNA-Seq, performed phenotypic analysis of mice, and analyzed primary cells *in vitro*. KE designed and analyzed *in vivo* systems. HD performed IL-1β cytokine analysis *in vitro*. VS analyzed RNA-Seq. AL analyzed *Il1b* mRNA *in vitro*. FE established *Il1r1*^−/−^ *TTP*^−/−^ mice. IF generated tissue sections. YI generated *Il1a* ^−/−^ mice. All authors contributed to data interpretation.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Context-Dependent IL-1 mRNA-Destabilization by TTP Prevents Dysregulation of Immune Homeostasis Under Steady State Conditions
**Source:** Front Immunol. 2020 Jul 7;11:1398. doi: 10.3389/fimmu.2020.01398

Context-dependent IL-1 mRNA-destabilization by TTP prevents dysregulation of immune homeostasis under steady state conditions

Lucy Sneezum, Kevin Eislmayr, Helene Dworak, Vitaly Sedlyarov, Anita Le Heron, Florian Ebner, Irmgard Fischer, Yoichiro Iwakura and Pavel Kovarik

SUPPLEMENTAL MATERIAL: Supplemental Figure Legends and Figures

Supplemental Figure Legends:

Supplemental Figure 1 (related to Figure 1). TTP expression and MK2 phosphorylation in BMDCs and quality control of RNA-Seq

(A) Western blot analysis using whole cell extracts confirms that BMDCs from *TTP*^{-/-} mice do not express TTP protein. Arrows point to TTP and unspecific (Unsp.) protein bands. Tubulin served as loading control. 

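Genes induced by interferon led the first principal component (PC1), which held 46.3% of the variance. *Isg15*, a ubiquitin-like protein, had a loading of −0.124, the antiviral enzyme *Rsad2* −0.113 and the chemokine *Cxcl10* −0.110. At the other end were the chemokine receptor *Ccr2* (0.0871) and the lectin *Mgl2* (0.0765). Untreated BMDCs scored 31.3 ± 0.375 (SD, n = 3) in WT and 43.5 ± 1.38 in *TTP*-/- cells. LPS-treated WT cells scored −12.8 ± 1.496 at 3 h, −23.1 ± 1.38 at 6 h and −18.7 ± 0.882 at 9 h, and *TTP*-/- cells 0.119 ± 0.404, −10.8 ± 0.642 and −9.58 ± 0.510. PC3 (6.46% of the variance) set the 3 h libraries apart, with scores of −13.9 to −13.1 in both genotypes. One WT library, replicate 1 at 3 h, stood apart from the other 3 h WT libraries on PC2, at −7.19 against −15.5 and −17.4. In that library 341 genes lay at least 1 log2 unit from both of the others, 260 of them above.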

(B) Principal component (PC) analysis of biological triplicates from RNA-Seq experiment described in Figure 1 (BMDCs from WT and *TTP*^{-/-} mice; 0, 3, 6 and 9 h LPS). (C) Western blot analysis of TTP protein expression during LPS stimulation of BMDCs and BMDMs. (D) Western blot analysis of MK2 phosphorylation (p-MK2) BMDMs and BMDCs stimulated for 3, 6 and 9 h with LPS or left untreated. MK2 and tubulin served as loading controls.

Supplemental Figure 2 (related to Figure 2). TTP binds to *Il1b* 3' UTR in BMDMs

TTP binding site on *Il1b* mRNA in BMDMs as determined by PAR-iCLIP reported by us previously [20] and visualized using [TTP Atlas](#). TSS, transcription start site; nt, nucleotides.

Supplemental Figure 3 (related to Figure 3). TTP controls *Il1b* expression BMDCs but not BMDMs

(A) *Il1b* mRNA levels in *TTP*^{-/-} and WT BMDCs stimulated for 0, 3, 6 and 9 h with LPS, as determined by qRT-PCR with normalization to *Hprt*. (B) Quantification (using Bio-Rad Image Lab) of Western blot shown in Figure 3B; pro-IL-1 β (left panel) and mature IL-1 β (right panel) were quantified with normalization to tubulin. (C) Secreted levels of IL-1 β measured by ELISA using supernatants from *TTP*^{-/-} and WT BMDMs stimulated for 0, 3 and 6 h with LPS in the

presence or absence of nigericin, as indicated. Statistical evaluation in (A) and (C): two-way ANOVA with Sidak's multiple comparisons test; error bars, mean $\pm$ SEM; ***, $P < 0.001$; ****, $P < 0.0001$; ns, not significant.

Supplemental Figure 4 (related to Figure 4). IL-1 signaling contributes to TTP deficiency syndrome

(A) RNA-Seq data (FPKM) for *Il1a* mRNA in *TTP*^{-/-} and WT BMDCs stimulated for 0, 3, 6 and 9 h with LPS. 

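In untreated BMDCs the 3 WT libraries held 7.06, 4.30 and 5.01 FPKM of *Il1a* and the 3 *TTP*-/- libraries 14.4, 11.6 and 6.23 FPKM, so that the groups overlapped (exact permutation test, two-sided, p = 0.2). At 3 h the WT mean was 57 ± 38.8 FPKM (SD, n = 3), with 101.5 FPKM in replicate 1 against 39.3 and 30.3 FPKM, and the *TTP*-/- mean 134 ± 27.0 FPKM. At 6 h the means were 34.5 ± 7.89 and 98.8 ± 18.2 FPKM and at 9 h 27.2 ± 4.13 and 184 ± 45.5 FPKM. At both of these times every *TTP*-/- library lay above every WT library (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow).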

(B, C) WT and *Il1r1*^{-/-} *TTP*^{-/-} BMDCs were left untreated (0 h) or treated with IL-1 α (B) or IL-1 β (C) for 6 h followed by quantification of *Tnf* mRNA levels using qRT-PCR. Note that IL-1 α and IL-1 β increased *Tnf* expression in WT but not *Il1r1*^{-/-} *TTP*^{-/-} BMDCs. Statistical evaluation in (A), (B) and (C): two-way ANOVA with Sidak's multiple comparisons test; error bars, mean $\pm$ SEM; *, $P < 0.05$; **, $P < 0.01$, ***, $P < 0.001$; ****, $P < 0.0001$; ns, not significant. (d) Breeding statistics for *TTP*^{-/-} and *Il1r1*^{-/-} *TTP*^{-/-} mice as compared to *TTP*^{+/-} mice which breed as WT mice. Productive matings: number of females placed in breedings that had at least one live birth. (E) Weights of female WT, *TTP*^{-/-} and *Il1r1*^{-/-} *TTP*^{-/-} mice at 10 weeks of age ($n = 12-14$ per genotype). (F) Incidence of conjunctivitis in male and female WT, *TTP*^{-/-} and *Il1r1*^{-/-} *TTP*^{-/-} mice, as monitored for 30 weeks ($n = 24$ per genotype). (G) Degree of splenomegaly in WT, *TTP*^{-/-} and *Il1r1*^{-/-} *TTP*^{-/-} mice (10 weeks old), as determined by normalizing spleen weight to body weight ($n = 5-6$ per genotype). Statistical evaluation in (E) and (G): one-way ANOVA with Tukey's multiple comparisons test; error bars, mean $\pm$ SEM; ****, $P < 0.0001$; ns, not significant. (H, I and J) H&E-stained sections of paws shown in Figure 4E were graded for epidermal thickness (H), dermal infiltration (I) and myeloid hyperplasia in the bone marrow (J). Statistical evaluation: Kruskal-Wallis test with Dunn's multiple comparisons test; *, $P < 0.05$; other values are as indicated.

Supplemental Figure 5 (related to Figure 5). *Il1a* mRNA and IL-1 α cytokine in tissues of *TTP*^{-/-} mice

(A) WT and *TTP*^{-/-} BMDCs were treated with 10 ng/ml IL-1 β for 0, 6 and 9 h followed by quantitation of *Tnf* mRNA using qRT-PCR. Statistical evaluation: two-way ANOVA with Sidak's multiple comparisons test; error bars, mean $\pm$ SEM; *, $P < 0.05$; ns, not significant. (B, C) Mesenteric lymph nodes (LNs), skin, spleen, liver and lung were collected from 10-week-old WT and *TTP*^{-/-} mice and *Il1a* mRNA (B) and IL-1 α cytokine (C) levels were determined by qRT-PCR and ELISA, respectively. $n = 6-7$ per genotype. Statistical evaluation in (B) and (C): unpaired student's t-test; error bars, mean $\pm$ SEM; ns, not significant.

Supplemental Figure 6 (related to Figure 6). Sorting scheme of splenic cell populations for analysis of DCs, monocytes and moDCs

(A) Splenic cells were harvested and stained as described in Methods. Debris (SSC-A/FSC-A), doublets (FSC-A/FSC-H and SSC-A/SSC-H) and dead cells (Fixable Viability Dye) were excluded. B cells and T cells were removed as B220⁺ and CD3⁺ cells. CD11c⁺-DCs (including CD8⁺ and CD8⁻ cDCs as well as pDCs) were identified as CD11c⁺ and CD11b⁺. CD11b⁺ MHCII⁻ Ly6C^{high} monocytes and CD11b⁺ MHCII⁺ Ly6C⁻ moDC (monocyte-derived DCs) were selected from CD11b⁺ subpopulation and separated from eosinophils using the side scatter height. (B) Purity of the analyzed subsets. FlowJo_V10.6.1 software was used for analysis and visual representation.

Supplemental Figure 7 (related to Figure 7). BMDMs from *Il1a*^{-/-} *TTP*^{-/-} and *Il1b*^{-/-} *TTP*^{-/-} mice do not express *Il1a* and *Il1b*, respectively

(A) *TTP*^{-/-} and *Il1a*^{-/-} *TTP*^{-/-} BMDMs were left untreated (0 h) or treated with LPS for 6 h followed by quantitation of *Il1a* mRNA using qRT-PCR with normalization to *Hprt*. (B) *TTP*^{-/-} and *Il1b*^{-/-} *TTP*^{-/-} BMDMs were left untreated (0 h) or treated with LPS for 6 h followed by quantitation of *Il1b* mRNA using qRT-PCR with normalization to *Hprt*. Statistical evaluation: two-way ANOVA with Sidak's multiple comparisons test; error bars, mean ± SEM; ****, $P < 0.0001$; ns, not significant.

Supplemental Figures:

A TTP protein expression

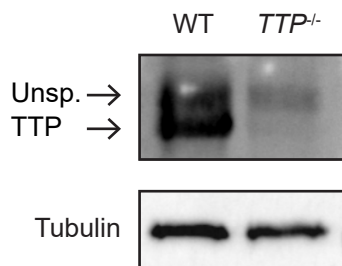

B

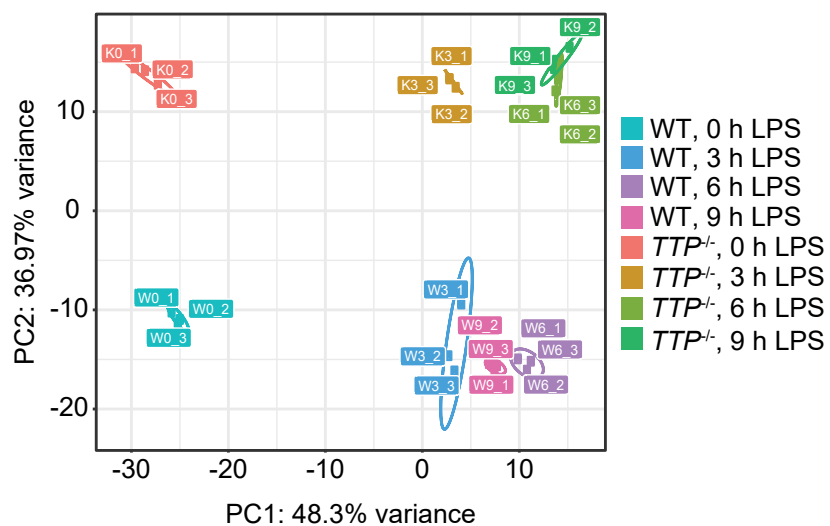

C

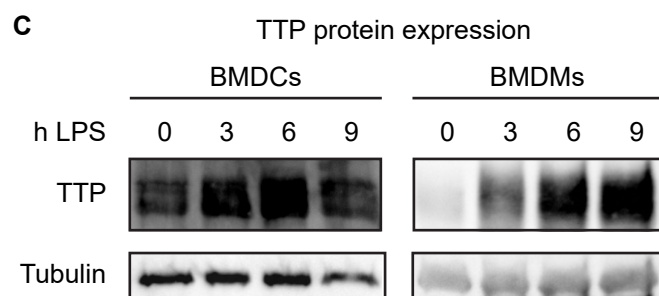

D

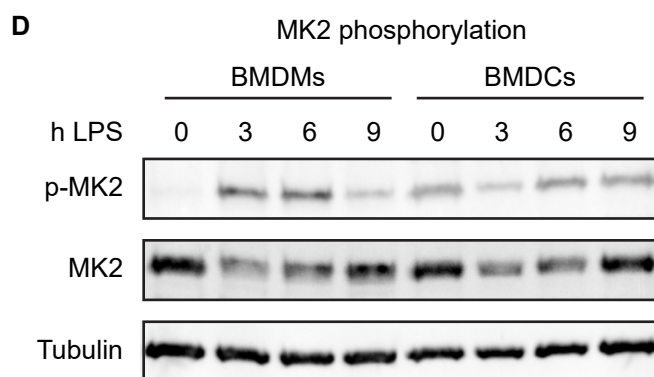

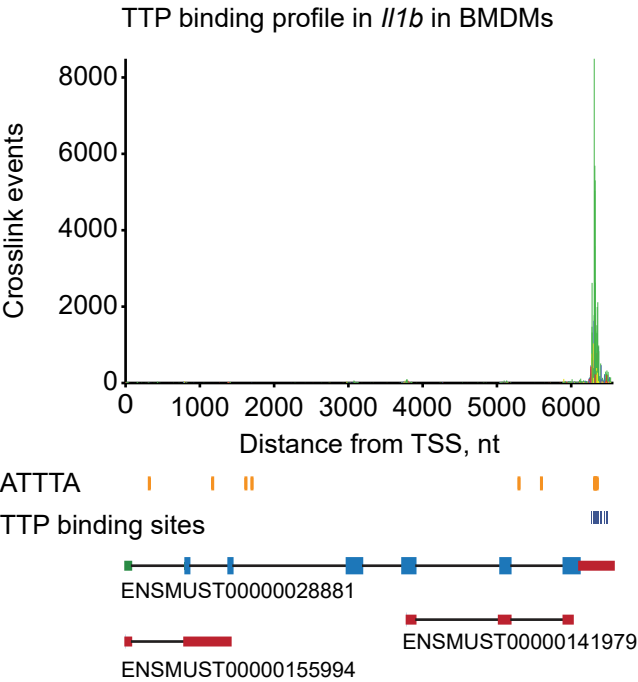

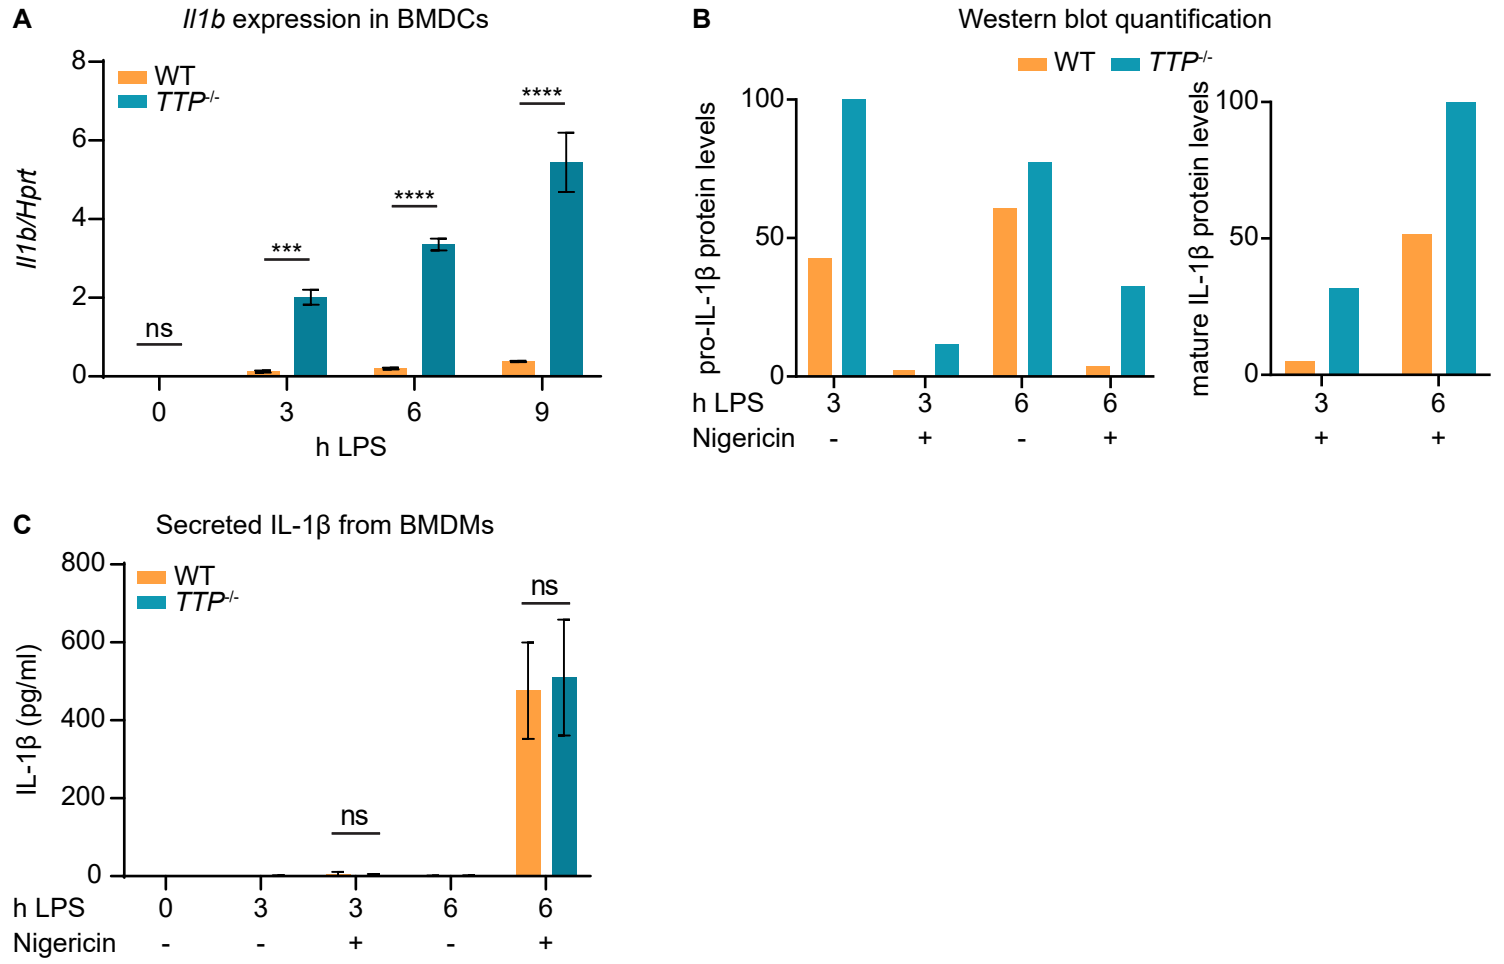

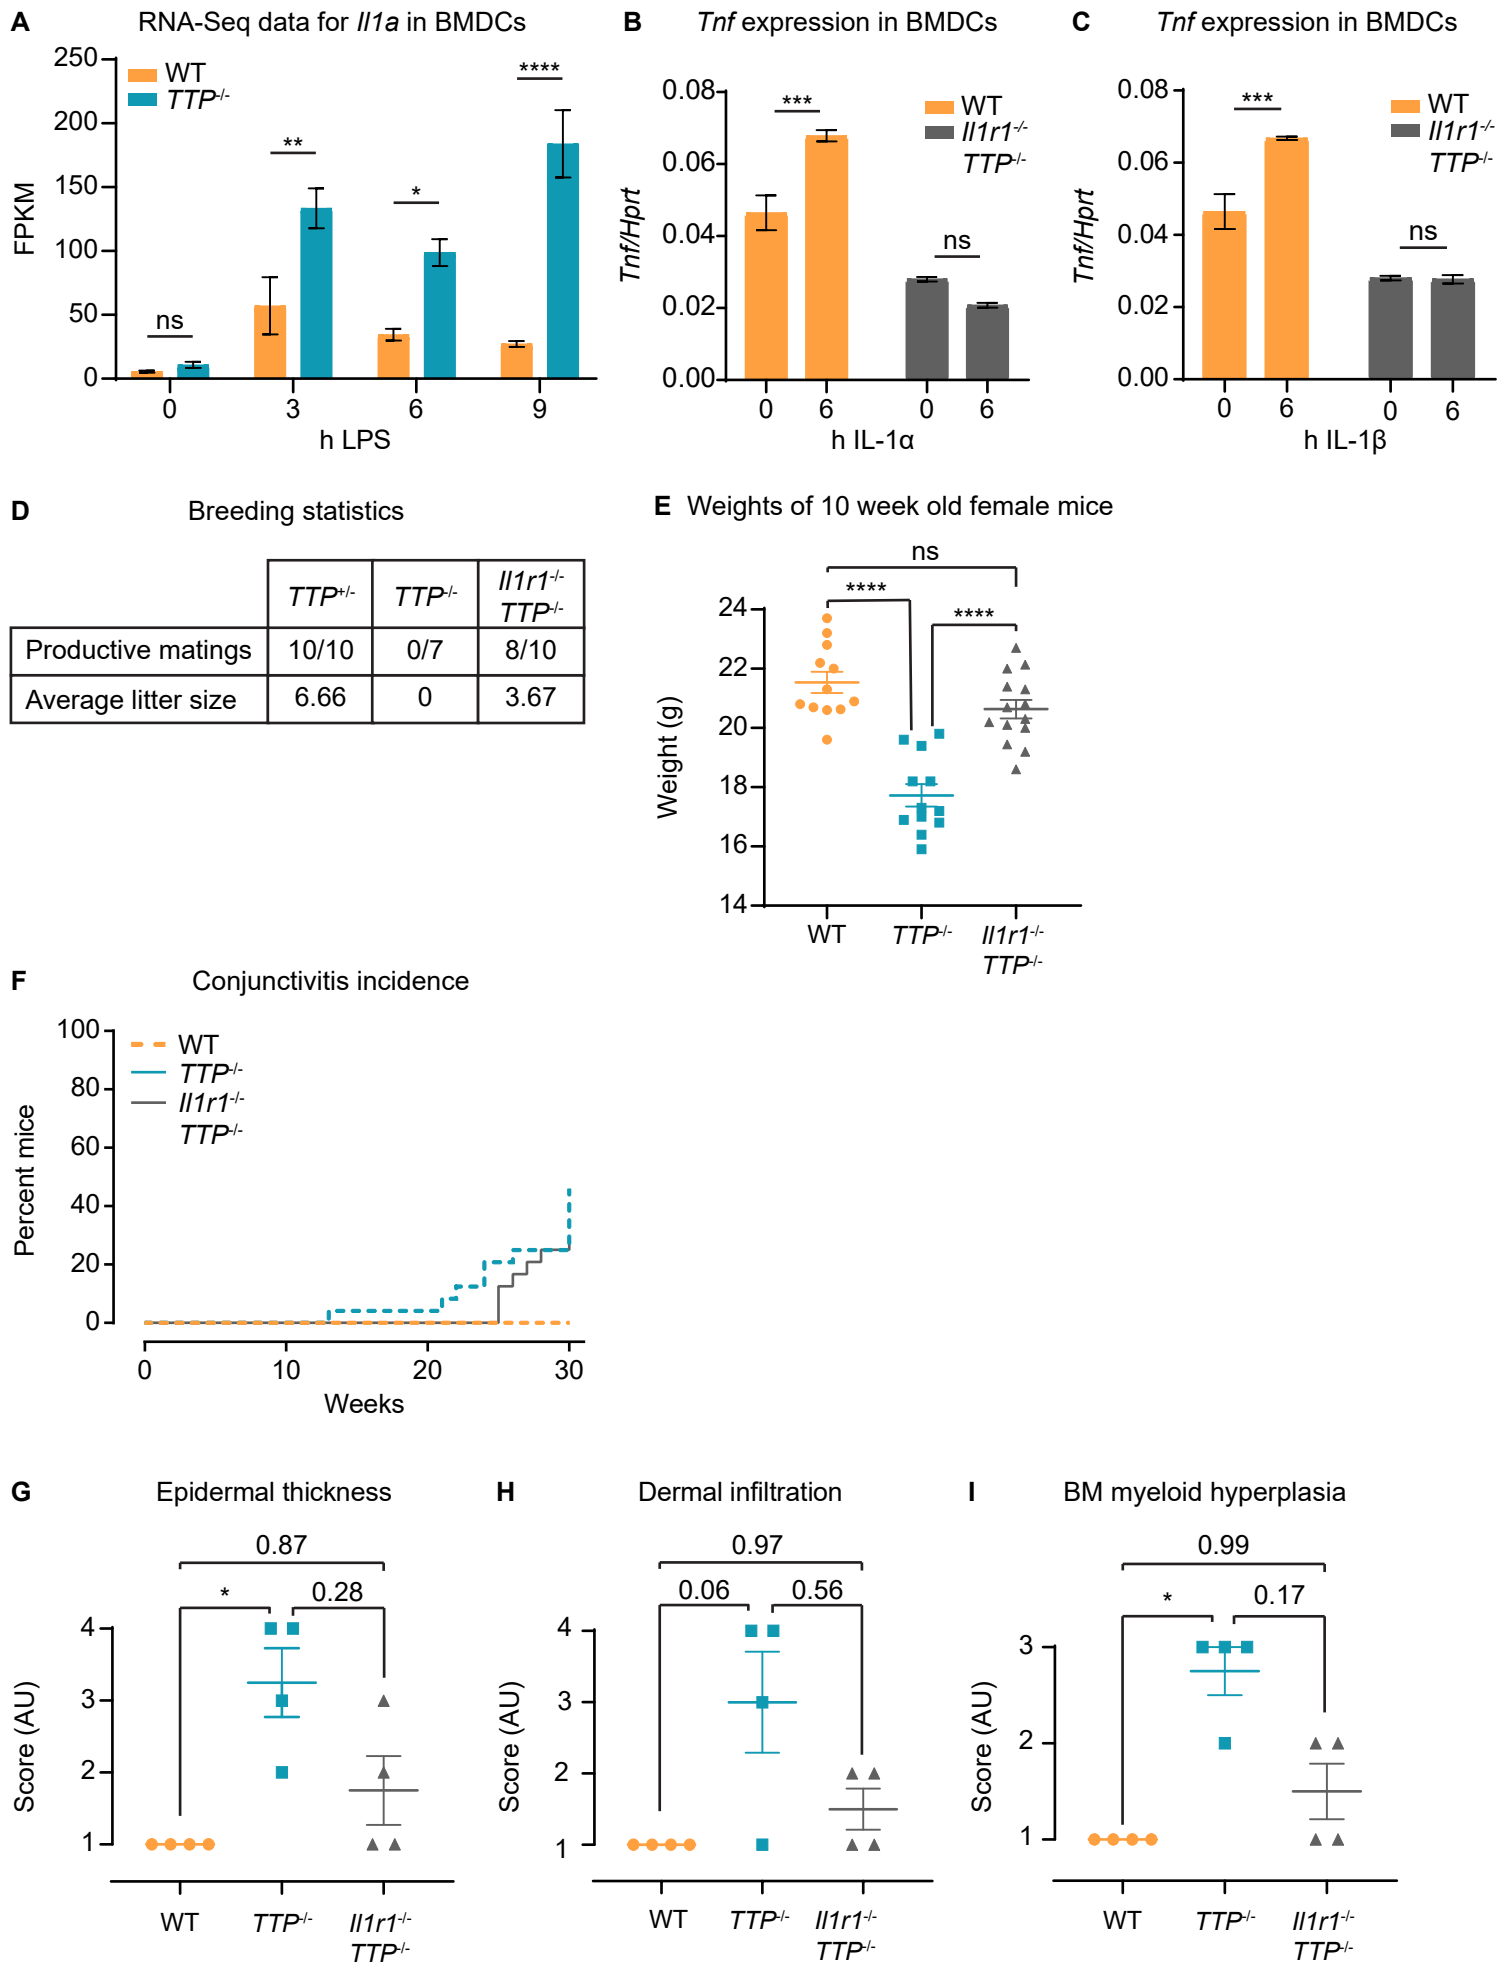

A *Tnf* expression in IL-1 β treated BMDCs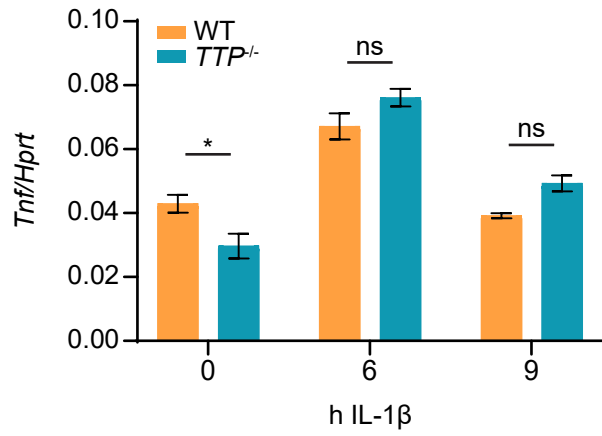**B** *Il1a* mRNA expression *in vivo*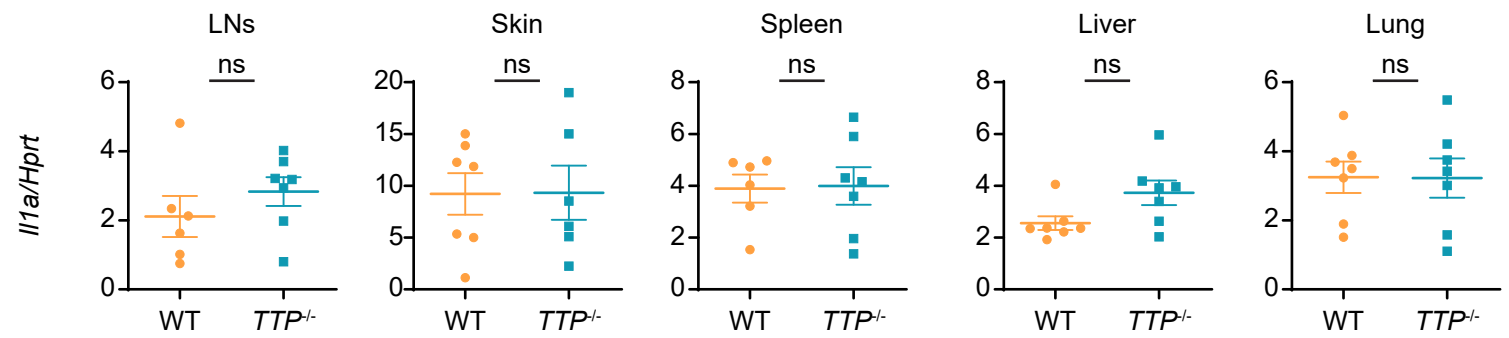**C** IL-1 α cytokine expression *in vivo*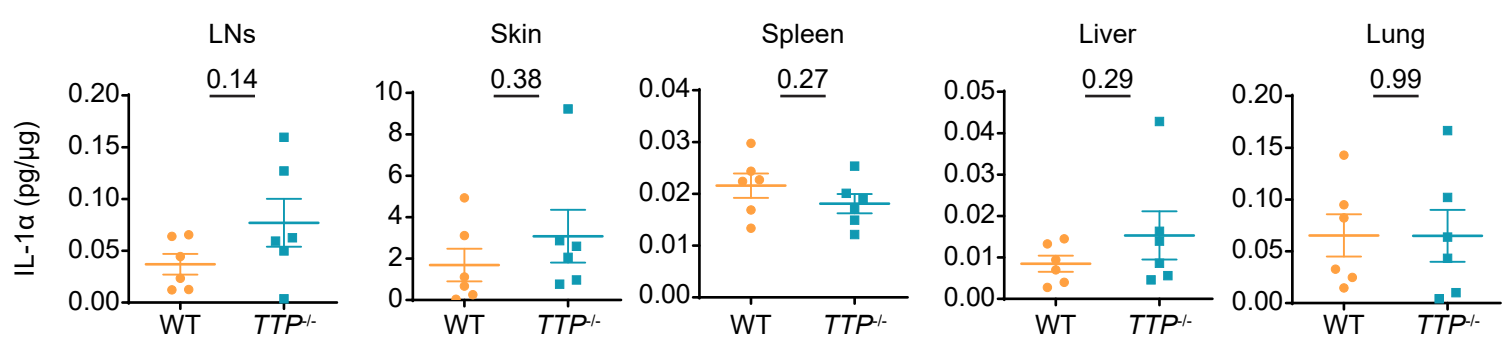

A

Flow cytometry gating strategy

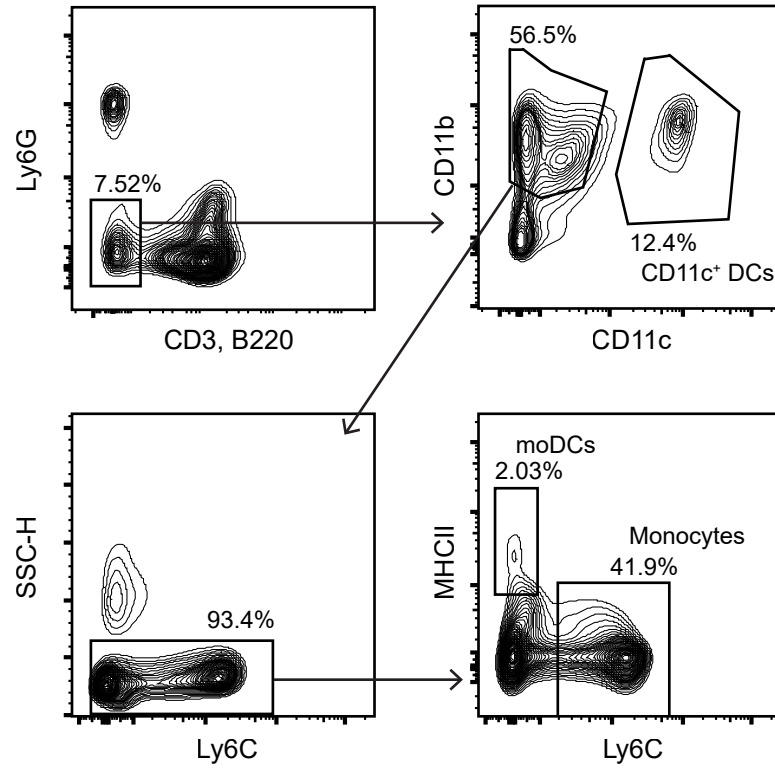

B

Cell population purity

Sorted population	% of alive
CD11c ⁺ DCs	79 - 83
Monocytes	75 - 78
moDCs	64 - 69

A *Il1a* expression in BMDMs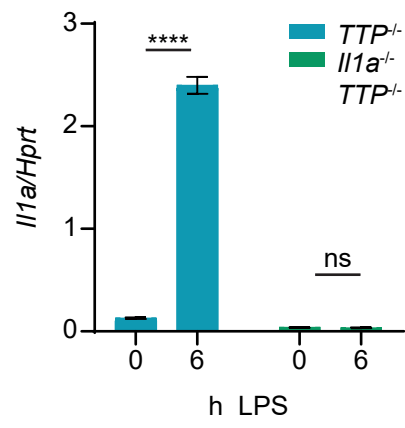**B** *Il1b* expression in BMDMs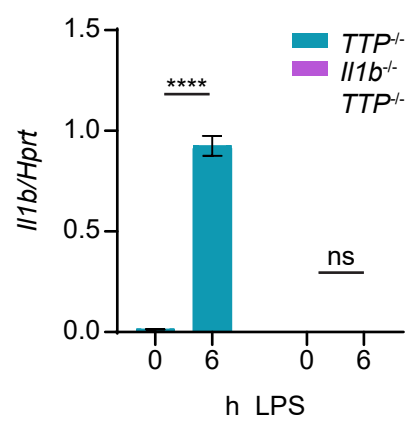

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

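Gene expression was measured by RNA-Seq in 24 libraries of bone marrow-derived dendritic cells, WT and *TTP*-/- cells before and 3, 6 and 9 h after 10 ng/ml LPS, with 3 replicates in each of the 8 groups. The paper calls them biological triplicates and does not say whether replicates of the same number share an animal, a culture or a day. The authors trimmed the reads with cutadapt, aligned them with STAR 2.5 to GRCm38 and tested *TTP*-/- against WT cells with DESeq2 separately at each time. The FPKM deposited by the authors are reads per kilobase of the gene and per library size, scaled within the 6 libraries of each time, and in 90.49 to 90.63% of the well-covered genes they follow a division by the whole span of the gene, introns included, against 4.28 to 4.33% for the length of the exons. The log2 fold changes deposited by the authors, with their standard errors, compare *TTP*-/- with WT cells by DESeq2. The p-values deposited beside them are the authors' raw and adjusted values of the same test, and the score deposited in the same tables is the Wald statistic of the authors' DESeq2 fit. The mean signal deposited by the authors per gene is the mean of read counts divided by size factors over the 6 libraries. These authors' tests were used only for comparison, and every other value was computed from FPKM.

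Reads per gene were recovered from FPKM, since each value is a whole multiple of what 1 read is worth in its library. All recovered values lay within 0.05 of a whole number. Assigned reads ranged from 19966708 to 25553546 per library, with a median of 22559946, and *TTP*-/- and WT groups overlapped in depth at each time. The 4 tables held 23394 gene IDs, of which 16878 took their name from the tables and 6261 from GENCODE mouse release 21. Genes with a mean of at least 0.5 FPKM over the 24 libraries were kept, 8350 in all and 8344 in every table. No pair of libraries was a duplicate.

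*TTP*-/- was compared with WT cells on log2(FPKM + 0.1) with limma 3.58.1 (linear model and moderated t-test with a mean-variance trend, R 4.3.3), separately at each time on 6 libraries, with Benjamini-Hochberg adjustment over the genes kept and an adjusted p of 0.05 as the threshold. Differences of the effect between 3, 6 or 9 and 0 h, and *Zfp36* over time in WT cells, came from 1 fit of the 24 libraries. Values of single genes were also compared with a two-sided exact permutation test, in which 3 against 3 libraries give no p below 0.1. Gene lists were tested with camera in limma with a preset correlation of 0.01 between genes, adjusted over 76 tests (19 lists at 4 times), and again with an estimated correlation. Of the 20 lists, 1 had a single gene past the filter and was not tested as a list. The principal components used the 500 genes with the largest variance. The p-values measure the spread between these cultures.

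The genes named in the text were chosen by a rule: at each time the 8 largest rises and the 8 largest falls past the threshold with a mean of at least 5 FPKM and no overlap between the groups, the 19 genes that the paper names, and up to 4 members of each list past the threshold with the largest change. The design, the lists, the rule and most alternatives were set before the data were examined. The alternatives were a pseudocount of 1 or 0.01, no filter or a filter at 5 FPKM, values rescaled to TPM, a common median or quantile normalization, limma without the trend or with robust variances, the replicate number as a block, 1 fit of all 24 libraries, an adjusted p of 0.01, a log2 fold change of at least 1, and leaving out each replicate in turn. Chosen after the data were seen were voom on the recovered reads (genes with a mean of at least 10 reads), FPKM on exon lengths, reads scaled to library size (RPM) and 1 set of size factors for *Zfp36* in WT cells, and the 3 h comparison without WT replicate 1.

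Whether replicates of the same number belong together was checked by correlating, for the WT and *TTP*-/- libraries of each time, their deviations from their group means. Of 12 pairs of the same number, 5 had a correlation above 0.1 (range −0.582 to 0.504), and 7 of 12 WT libraries correlated best with the *TTP*-/- library of their own number. The highest correlation, 0.707, lay between different numbers, WT replicate 2 and *TTP*-/- replicate 3 at 0 h. The pairs of the same number at 0 h had 0.426, −0.582 and −0.453, so that the block by number does not group the libraries that deviated alike there. At 6 h all 3 pairs were above 0.1 (0.504, 0.217 and 0.499), so that values with the replicate number as a block are given beside 6 h results where they change a call or move a printed count by over 1.5 times.

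The steps were tested on simulated reads with known changes. The changed genes were taken from those above a minimum read count, and all genes had the same dispersion in independent libraries. No simulated library lay apart as WT replicate 1 at 3 h did, so that the recovery in the real data can be lower. Of 100 genes changed 4-fold, 100% were recovered at each time, and of 100 genes changed 2-fold 88, 82, 86 and 75% at 0, 3, 6 and 9 h, with 9, 13, 12 and 5 false calls among the genes kept. For the difference between 9 and 0 h, 97.5% of 200 genes changed 4-fold were recovered, with 8 false calls among 8344 genes. Measurements by qPCR, ELISA and Western blot, mRNA decay after actinomycin D, and the mouse experiments were not analysed here. The copy of Supplemental Table 1 held 1995 of its lines and left out 41351, so that no overlap with it was computed.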

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

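The tests on macrophage-like and neutrophil-lineage cells, on the scaling of the libraries, on a mislabelled library and on the growth of cell shares, the fits without WT replicate 1 at 3 h alone and voom were chosen only after the results were seen, while the permutations of the libraries were planned.

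*Il1b*, *Il1a*, *Tnf*, *Cxcl2* and *Il1rn* were higher in *TTP*-/- BMDCs by a mean of 2.09 on the log2 scale (standard error 0.158) over the 4 times (means of 1.45, 1.68, 2.09 and 3.15 at 0, 3, 6 and 9 h), and so were the macrophage markers (medians of 1.19, 1.27, 1.36 and 2.44, and up to 1.68, 1.54, 2.27 and 2.95), of which *Lyz2* went from 461 to 1322 FPKM at 0 h. The scaling of the libraries by the authors is argued against, since the smallest mean effect over the other scalings was 2.06 (standard error 0.154). A larger number of neutrophil-lineage cells remains open, because the slope of the 5 genes on the neutrophil score within groups was −1.02 (standard error 0.895). Without WT replicate 1 at 3 h this slope was −0.247 (standard error 0.495). More macrophage-like cells in *TTP*-/- cultures may account for a part. With the macrophage score as a covariate the mean effect was 0.64 (standard error 0.143), or 1.05 (standard error 0.224) without WT replicate 1 at 3 h. Whether such cells account for the whole is not decided, since a score that follows the cell share with error leaves a remainder. Within groups the 5 genes and the score rose together (Pearson r = 0.943, or 0.822 without WT replicate 1 at 3 h). A varying cell share and shared regulation would both give this, so that the score does not separate cells from regulation. The paper names no sort of these cultures. Loss of TTP itself, which the genotype stands for, remains as the biological explanation and cannot be told apart from a change in cell types by these RNA levels alone. The genotype is also that of the donor mice, and the paper reports inflammation of *TTP*-/- mice with myeloid hyperplasia in their bone marrow. The state of the donors goes with the genotype in this design and cannot be told apart from loss of TTP in the cultured cells. The paper's actinomycin D assays in BMDCs, not analysed here, found slower decay of *Tnf* mRNA without TTP, and of *Il1b* mRNA before and 3 h after LPS. In dendritic cells sorted from spleen the paper found *Il1b*, but not *Il1a* or *Tnf*, significantly raised without TTP.

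WT replicate 1 at 3 h lay apart from the other 3 h WT libraries. A *TTP*-/- library in its place is argued against by its neutrophil score of 0.524, where the other 3 h WT libraries had 0.619 to 0.693 and *TTP*-/- libraries at least 3.29. Another time after LPS is argued against by its PC3 score of −13.901, with the other 3 h libraries at −13.894 to −13.062 and all other times at 0.503 or more. A candidate explanation is more macrophage-like cells in this culture, since its median macrophage marker lay 1.54 above the other 3 h WT libraries, against 0.787 for the list with the next largest difference.

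The effect of TTP deficiency on *Il1b*, *Il1a*, *Tnf*, *Cxcl2* and *Il1rn* was larger at 9 h than at 0 h by a mean of 1.703 on the log2 scale (standard error 0.446). A growing share of neutrophils is argued against by the neutrophil score, whose effect differed by −0.055 (standard error 0.123) between 9 and 0 h. A macrophage share that grows between 0 and 9 h could contribute for these 5 genes, where the difference was 0.442 (standard error 0.191) with the macrophage score as a covariate and 0.759 (standard error 0.221) without WT replicate 1 at 3 h. For *Il6* the same covariate left a difference of 1.695 (standard error 0.506) against 1.53 (standard error 0.396) before it. *Il6* did not follow the score within groups (slope −0.134, standard error 0.247), so the covariate had nothing to take up there. For *Cxcl2* the covariate left 0.822 (standard error 0.171), or 1.163 (standard error 0.181) without WT replicate 1 at 3 h, against 2.334. As a score that follows the cell share with error leaves a remainder, these values do not decide whether a macrophage share is the cause. A longer action of LPS, the time that the design varies, remains as the biological explanation and cannot be told apart from the macrophage share for these genes by the score.

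Differences between times in the effect of TTP deficiency, by the interaction term in limma, drew attention to the following genes. The fold change of *Zfp36* at 3, 6 and 9 h was less negative than at 0 h by 0.814, 0.606 and 0.646 (adjusted p = 0.00146, 0.0102 and 0.00628), and without *TTP*-/- replicate 1 the 6 h and 9 h calls were lost (0.555 and 0.585). At 9 h *Tnf* differed by 1.742 (adjusted p = 0.0201), a call lost without WT replicate 2 (1.735) and *TTP*-/- replicate 1 (1.643), 2 (1.697) or 3 (1.885). *Cxcl2* differed by 2.334 (2.146 and not called without *TTP*-/- replicate 2) and *Il6* by 1.53 (1.4 and not called without *TTP*-/- replicate 2). *Il1b* differed by 1.431 (adjusted p = 0.0453), a call lost with no filter, with the replicate number as a block, and without WT replicate 2 (1.559) or 3 (1.452) or *TTP*-/- replicate 1 (1.577), 2 (1.231) or 3 (1.484). *Il1a* differed by 1.825 (adjusted p = 0.0275), a call lost without WT replicate 2 (1.979) or 3 (1.978) or *TTP*-/- replicate 1 (2.13), 2 (1.731) or 3 (1.613). *Il1rn* differed by 1.185 (adjusted p = 0.0296), a call lost without WT replicate 2 (1.27) or *TTP*-/- replicate 1 (1.282), 2 (1.041) or 3 (1.231). *Ccl3* differed by 1.86 (adjusted p = 0.0194), a call lost without WT replicate 2 (1.945) or *TTP*-/- replicate 1 (1.888), 2 (1.751) or 3 (1.939).

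*Il23a* differed from 0 h by 1.502 at 6 h (adjusted p = 0.022) and by 1.974 at 9 h, and voom called neither difference (adjusted p = 0.548 and 0.328). The 6 h call was also lost with a pseudocount of 0.01 (1.405), on values rescaled to TPM (1.463), and without WT replicate 3 (1.363) or *TTP*-/- replicate 1 (1.768), 2 (1.426) or 3 (1.313). *Myd88* differed by −0.608 at 3 h (adjusted p = 0.0479), a call lost on values rescaled to TPM (−0.641), with quantile normalization (−0.52), and without WT replicate 1 (−0.495) or 3 (−0.564) or *TTP*-/- replicate 1 (−0.673), 2 (−0.681) or 3 (−0.47), and without WT replicate 1 of 3 h alone (−0.542). *Tnfrsf1a* differed by −1.04 at 3 h (adjusted p = 0.0228), a call lost without WT replicate 3 (−1.049) or *TTP*-/- replicate 1 (−0.991), 2 (−1.189) or 3 (−0.941), and without WT replicate 1 of 3 h alone (−0.886).

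The effect differed from that at 0 h for 416 genes at 3 h, 696 at 6 h and 816 at 9 h. Permuting the times within each genotype, after the mean effects of genotype and time were removed from each gene, gave as many genes in 1, 5 and 1 of 100 drawn permutations, the real one included. At 3 and 9 h the highest other permutation gave 1 gene, which argues against chance alone. At 6 h the highest other permutation gave 3965 genes, so chance is not excluded there. That permutation exchanged WT replicate 2 and *TTP*-/- replicates 1 and 2 of 0 h with WT replicate 1 and *TTP*-/- replicates 2 and 3 of 6 h, and its count, several times the real one, points to a structure of the samples. The 0 h libraries also enter the comparisons at 3 and 9 h, so that such a structure is not excluded there. Without WT replicate 2 the counts at 3, 6 and 9 h were 244, 406 and 419, without WT replicate 3 194, 437 and 489, without *TTP*-/- replicate 1 129, 271 and 307, and without *TTP*-/- replicate 2 201, 358 and 352. Of 147 other genes named by the rule, the effect differed for 24, 46 and 52.

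Gene groups that the paper does not discuss stood apart before LPS, with median log2 fold changes of 2.454 for neutrophil markers, 2.141 for mast cell, basophil and eosinophil markers, 1.61 for cell cycle genes and −0.791 for dendritic cell and antigen presentation genes.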

How the results depend on the processing

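The settings named here as added, voom on recovered reads, FPKM on exon lengths, 1 set of size factors, reads scaled to library size and the 3 h comparison without WT replicate 1, were chosen only after the results were seen, and the others were planned.

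Counts of genes past the threshold stayed within 1.5 times of the reported count in 143 of 253 alternatives, single genes kept direction and side of the threshold in 532 of 600, gene lists in 55 of 72 and the principal components in 3 of 3. For the other named genes, 8700 of 9122 alternatives kept the call of 486 gene and time combinations and 422 lost it, none with the direction turned, and for 118 not called 172 alternatives gained a call and 51 turned the direction. Of 255 alternatives for 14 named differences between times, 206 kept the call and 49 lost it. Limma without the trend and with robust variances, and a pseudocount of 0.01, kept the counts over all genes within 1.5 times and the single genes given for a comparison on their side of the threshold, while a pseudocount of 0.01 ended the 6 h difference of *Il23a* (1.405) and the 3 settings ended 4 calls of other named genes (*Gm26712* at 6 h, *Fos* and *Asns* at 3 h and *Rpl7* at 0 h). Depth limits genes with few reads, and voom, which tests genes with a mean of at least 10 reads, covers 14487, 13870, 13650 and 13620 genes at 0, 3, 6 and 9 h against 8346, 8350, 8348 and 8349.

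With no filter, which tests more genes, 2245, 1770, 1745 and 2623 genes were higher at 0, 3, 6 and 9 h, 791 at all 4 times, and the effect differed from 0 h for 1052, 1689 and 1812 genes at 3, 6 and 9 h. The larger number of genes also ended the 3 h calls of *Il1b* (1.66), *Tnf* (1.96), *Cxcl2* (2.015) and *Il1rn* (1.37) and the 6 h call of *Il6* (1.01). With a filter at 5 FPKM, which tests fewer genes, 339, 222, 248 and 395 genes were higher, 508, 468, 252 and 723 lower, 146 higher at all 4 times and 137, 230 and 250 differed from 0 h, and *Il1a* at 3 h (1.41) and *Zfp36* at 6 h (−0.50) passed the threshold. At an adjusted p of 0.01 641 and 479 genes were higher at 0 and 3 h, 616, 509, 172 and 822 lower at 0, 3, 6 and 9 h, 262 higher at all 4 times and 201, 335 and 362 differed from 0 h. With a log2 fold change of at least 1 there were 488, 384, 542 and 666 higher, 318, 113, 90 and 173 lower, 275 higher at all 4 times and 111, 200 and 258 that differed.

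For the following settings the cause was not tested. On values rescaled to TPM 841, 792, 294 and 815 genes were lower and 270 differed between 3 and 0 h, *Il1a* at 0 h was 1.04 and past the threshold, and *Zfp36* at 3 h −0.20 and not. The fit of all 24 libraries gave 1256 lower genes at 6 h, and calls for *Il1a* at 3 h (1.41) and *Zfp36* at 6 h (−0.50). With a pseudocount of 1 *Il6* at 0 h was −0.005, with a common median −0.017 and with quantile normalization −0.002, against 0.003. With a common median *Zfp36* in WT cells was 0.228 at 6 h and 0.458 at 9 h, and in *TTP*-/- against WT cells −0.537 at 6 h. With quantile normalization *Zfp36* in *TTP*-/- against WT cells was −0.192 at 3 h, no longer past the threshold, and −0.433 at 6 h, past it. Among the added settings, exon lengths gave 2083, 1763, 1616 and 2428 higher genes, 911 lower at 6 h, 946 higher at all 4 times, 1101 and 1260 that differed at 6 and 9 h, and calls for *Il1a* at 3 h (1.413) and *Zfp36* at 6 h (−0.503). Voom gave 2661, 2298, 2030 and 2934 higher, 2272, 2018, 1170 and 2431 lower, 1196 higher at all 4 times, 688, 1163 and 1343 that differed, and calls for *Il1a* at 0 h (0.923) and 3 h (1.414) and *Zfp36* at 6 h (−0.503). With 1 set of size factors *Zfp36* in WT cells was −0.235, 0.411 and 0.625 at 3, 6 and 9 h, where reads scaled to library size kept its direction and calls. With an estimated correlation, camera called 0 lists at any time in place of the 16 called with the preset correlation.

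The replicate number as a block gave 712 higher and 676 lower genes at 0 h, 760 lower at 3 h and 1292 lower at 6 h, *Il1a* at 3 h (1.41) and *Zfp36* at 6 h (−0.503) past the threshold, *Zfp36* at 3 h (−0.295) not, and 0 times for T cell, NK cell and B cell markers in place of 1. Among the counts over all genes, the single genes given for a comparison and the camera calls of lists it changed no other. It ended the 9 h difference of *Il1b* (adjusted p = 0.0504) and the 0 h call of *Zfp36l1* (adjusted p = 0.0591), and gave *Zfp36l1* at 9 h (adjusted p = 0.013). Lower genes within lists went at 0 h from 12 to 2 for ribosomal proteins, from 8 to 3 for feedback genes and from 4 to 1 for the TTP family, and at 3 h from 9 to 4 for ribosomal proteins, from 5 to 1 for the TTP family, from 5 to 3 for cholesterol synthesis, from 4 to 2 for known TTP targets and from 3 to 0 for interferon-stimulated genes, which at 9 h went from 2 to 0. Higher glycolysis genes went from 9 to 4 at 0 h and from 8 to 3 at 3 h. At 0, 3 and 9 h it is not known whether replicates of the same number share more than the number, and 7 of the 12 WT libraries correlated best with their own number.

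Leaving out 1 replicate at a time, which leaves fewer samples, gave 716 to 1352 higher and 729 to 1656 lower genes at 0 h, 528 to 1492 and 552 to 1923 at 3 h, 191 to 1051 lower at 6 h, 301 to 529 higher at all 4 times, and 129 to 373, 271 to 696 and 307 to 829 that differed from 0 h at 3, 6 and 9 h. The counts at 9 h stayed within 1.5 times. At 3 h *Il1b* ranged from 1.302 to 2.192, *Il1a* from 1.059 to 1.93, *Tnf* from 1.508 to 2.563, *Cxcl2* from 1.541 to 2.662 and *Il1rn* from 1.101 to 1.804, with the highest values without WT replicate 1. *Il6* ranged from −0.29 to 0.187 at 0 h and from 0.872 to 1.259 at 6 h, and *Il1a* from 0.663 to 1.259 at 0 h. *Zfp36* in *TTP*-/- against WT cells ranged from −0.327 to −0.25 at 3 h and from −0.623 to −0.435 at 6 h, and in WT cells at 9 h from −0.025 to 0.138. In the added 3 h comparison without WT replicate 1, 1492 genes were higher and 1923 lower, 605 were higher at all 4 times, and *Il1a* (1.93) passed the threshold.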

Differences from the paper's values

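Exon lengths, voom, the comparison without WT replicate 1 at 3 h alone and the comparison with the authors' tests were chosen only after the values were seen.

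The paper gives 1178 genes higher in TTP-deficient BMDCs at all 4 times. It used an adjusted p of 0.05 and a log2 fold change above 0 as here, where 487 were found among the 8344 genes past the filter in every table. Of the 19 alternatives set before the data were examined, no filter (791) lies within 1.5 times of the paper's value and the other 18 do not. Exon lengths (946) and voom (1196), chosen after the values were seen, also lie within it. They leave out 290 and 114 of the 1182 genes that the authors' deposited tests call at all 4 times, and no filter leaves out 421.

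For the genes higher at each time the paper shows about 2900, about 2100, about 2100 and about 2900 at 0, 3, 6 and 9 h in Fig. 1C, read by eye, where 1156, 940, 869 and 1478 were found. Of the alternatives set before the data were examined, no filter lies within 1.5 times at each time (2245, 1770, 1745 and 2623) and, at 3 h only, the one without WT replicate 1 (1492). The other 18 at 0, 6 and 9 h and 17 at 3 h do not. Exon lengths (2083, 1763, 1616 and 2428) and voom (2661, 2298, 2030 and 2934) do at each time and were chosen after the values were seen. The authors' deposited tests call 2843, 2104, 2099 and 2859 genes higher, of which 1332, 1007, 1008 and 1479 pass the filter used here. Limited to the genes kept and adjusted over those, the authors' p-values call 1355, 1041, 1031 and 1512 higher, near the counts found.

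For *Tnf* at 3 h the paper shows a log2 fold change of about 1 in Fig. 1A, read by eye, against 1.961 (standard error 0.504), and none of the 17 alternatives set before the data were examined lies within the error. For *Il6* it shows about 2.2 at 3 h and about 2.8 at 6 h in Fig. 1A, read by eye, against 0.96 (standard error 0.125) and 1.007 (standard error 0.230), and none of 17 alternatives lies within the error at either time. The log2 fold changes deposited by the authors are 0.964 and 0.970 for these. For *Ccl3* at 3 h Supplemental Table 1 of the paper gives 1.03, against 1.938 (standard error 0.522). Of 17 alternatives set before the data were examined, the one without WT replicate 3 (1.46) lies within the error and the other 16 do not, and the value deposited by the authors is 1.641.

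The paper's Fig. 2D marks *Il1b* as not different between the genotypes before LPS, where the adjusted p was 0.000424. Its Supplemental Fig. 4A marks *Il1a* as different at 3 h, where the adjusted p was 0.060. The paper's marks come from a two-way ANOVA with Sidak's test on FPKM, and the values here from limma at each time on log2 values, adjusted over all genes. *Il1a* at 3 h was called with a filter at 5 FPKM, with the replicate number as a block, without WT replicate 1 and in 1 fit of 24 libraries, and, chosen after the values were seen, with exon lengths and voom. The paper describes TTP mRNA in BMDCs as little changed by LPS, where *Zfp36* in WT cells was at −0.71 on the log2 scale at 3 h (adjusted p = 5.44e-06), while at 6 h (−0.17, adjusted p = 0.141) and 9 h (0.06, adjusted p = 0.632) it was not called. A common median gave a call at 9 h (0.458, adjusted p = 0.000744). With 1 set of size factors, chosen after the values were seen, the values were −0.235 at 3 h (adjusted p = 0.0627), 0.411 at 6 h (adjusted p = 0.00222) and 0.625 at 9 h (adjusted p = 4.24e-05). The paper states that the impact of TTP deficiency did not grow with LPS, where the effect at 9 h differed from that at 0 h for 816 genes, 227 of them with a larger effect of the same sign, 232 with a smaller one and 357 with one of opposite sign, and was larger for *Tnf*, *Cxcl2* and *Il6*. The signs are those of the estimates, neither of which had to differ from 0. Over all genes the median absolute log2 fold change was 0.299 at 0 h and 0.262 at 9 h.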

Other observations

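Voom was chosen only after the results were seen, and the other tests reported here were planned.

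The glucose transporter *Slc2a1* rose in *TTP*-/- BMDCs by 1.16, 0.96 and 1.28 at 0, 6 and 9 h, and *Slc16a3*, which exports lactate, by 1.28, 1.18 and 1.27 at 3, 6 and 9 h. At 3 h *Slc2a1* had 0.79 (standard error 0.259) and was not called. Of 19 glycolysis and hypoxia genes, 9, 8, 10 and 14 were higher at 0, 3, 6 and 9 h (11, 12, 12 and 15 adjusted over the list alone), with medians of 0.55, 0.53, 0.66 and 0.66. Camera gave adjusted p = 0.00237, 1.81e-05, 7.16e-07 and 1.81e-06, and adjusted p = 0.288, 0.213, 0.18 and 0.179 with an estimated correlation. *Mefv*, which encodes the inflammasome sensor pyrin, rose by 1.49, 1.46 (standard error 0.39), 1.65 and 2.58 at 0, 3, 6 and 9 h, and the protease *Casp1*, which cleaves pro-IL-1β, by 0.97 at 9 h. Of 7 inflammasome and IL-1 processing genes, 4, 2, 2 and 5 were higher (5, 4, 2 and 5 adjusted over the list alone), with medians of 0.59, 0.29, 0.37 and 0.80. Camera gave adjusted p = 0.000412, 0.00426, 0.00149 and 0.000487, and adjusted p = 0.0938, 0.13, 0.1 and 0.1 with an estimated correlation. The 9 glycolysis genes at 0 h were 4 without WT replicate 1 and 5 without WT replicate 3, and the 8 at 3 h were 13, 3 and 4 without WT replicate 1, 2 or 3 and 2 without *TTP*-/- replicate 1, 2 or 3. The 2 inflammasome genes at 3 h were 1 without WT replicate 2 or 3 or *TTP*-/- replicate 1, 2 or 3, and 4 on values rescaled to TPM or quantile-normalized, and the 2 at 6 h were 4 without WT replicate 1 and with the replicate number as a block. Macrophage markers had medians of 1.19, 1.27, 1.36 and 2.44.

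*Hmox1*, the heme oxygenase, rose by 1.55, 1.52 (standard error 0.412), 1.89 and 3.28 at 0, 3, 6 and 9 h, and of 18 stress and unfolded protein response genes 5, 6, 6 and 13 were higher (7, 7, 9 and 14 adjusted over the list alone), with medians of 0.36, 0.31, 0.41 and 0.74. Camera gave adjusted p = 0.0674, 0.0208, 0.00091 and 9.94e-06, and adjusted p = 0.207, 0.422, 0.188 and 0.207 with an estimated correlation. The 5 at 0 h were 3 without *TTP*-/- replicate 1. The 6 at 3 h were 11, 1 and 3 without WT replicate 1, 2 or 3 and 2, 3 and 2 without *TTP*-/- replicate 1, 2 or 3. The 6 at 6 h were 3 without *TTP*-/- replicate 3 and 11 with the replicate number as a block. Macrophage markers had medians of 1.19, 1.27, 1.36 and 2.44.

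The ribosomal protein *Rpl18* fell by 0.76, 0.59 and 0.71 at 0, 3 and 9 h, and *Hmgcs1*, an enzyme of cholesterol synthesis, fell by 0.50, 0.82 and 0.53 at 3, 6 and 9 h. Of 25 cytosolic ribosomal protein genes, 12, 9, 4 and 16 were lower at 0, 3, 6 and 9 h (13, 12, 4 and 18 adjusted over the list alone), with medians of −0.47, −0.41, −0.31 and −0.65. Camera gave adjusted p = 0.00158, 0.00331, 0.0052 and 4.03e-05, and adjusted p = 0.0996, 0.18, 0.274 and 0.273 with an estimated correlation. Of 17 cholesterol synthesis genes, 5, 5 and 10 were lower at 3, 6 and 9 h (5, 9 and 11 adjusted over the list alone), and the medians at 0, 3, 6 and 9 h were 0.06, −0.17, −0.44 and −0.44. Camera gave adjusted p = 0.332, 0.212, 0.000497 and 0.00426, and adjusted p = 0.542, 0.301, 0.0938 and 0.281 with an estimated correlation. On values rescaled to TPM 5, 4 and 1 ribosomal protein genes were lower at 0, 3 and 6 h and 3, 2 and 4 cholesterol synthesis genes at 3, 6 and 9 h, and with quantile normalization 5 ribosomal protein genes at 3 h. The ribosomal protein genes lower at 0 h were 3 without WT replicate 1, 4 without WT replicate 3 and 4 and 5 without *TTP*-/- replicate 1 or 2. At 3 h they were 16 and 4 without WT replicate 1 or 2 and 3, 4 and 3 without *TTP*-/- replicate 1, 2 or 3, and at 6 h 2 without WT replicate 3, at most 1 without *TTP*-/- replicate 1, 2 or 3, and 11 with the replicate number as a block. Neutrophil markers had medians of 2.45, 2.85, 2.77 and 2.47 and macrophage markers of 1.19, 1.27, 1.36 and 2.44. The cholesterol synthesis genes lower at 3 h were 3 without WT replicate 2 and 2, 2 and 1 without *TTP*-/- replicate 1, 2 or 3. At 6 h they were 10 and 2 without WT replicate 1 or 2, 2, 1 and 2 without *TTP*-/- replicate 1, 2 or 3, and 10 with the replicate number as a block.

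*Ighm*, the immunoglobulin heavy chain of B cells, rose by 2.85, 3.34, 3.32 and 3.07 at 0, 3, 6 and 9 h, and *Jchain*, which joins immunoglobulins, by 2.38, 2.56, 2.07 and 1.74 (the reads of both can be shared with other immunoglobulin genes), while the T cell coreceptor *Cd8a* fell by 1.90 at 0 h. These are the 3 tested markers of T, NK and B cells, and 2 were higher at each time (2 adjusted over the list alone). Camera gave adjusted p = 0.227, 0.0599, 0.0473 and 0.369, and adjusted p = 0.462, 0.301, 0.207 and 0.478 with an estimated correlation, and 0.123 at 6 h with the replicate number as a block. The hemoglobin gene *Hbb-b2*, the only tested marker of erythroid and stromal cells, was lower at 0 h (−1.09, adjusted p = 0.0181, but 0.0642 and 0.0573 without *TTP*-/- replicate 1 or 2) and higher at 6 h (0.69, adjusted p = 0.0117, but 0.0554 without *TTP*-/- replicate 3 and 0.0544 from voom). At 3 and 9 h its log2 fold changes of −0.16 and −0.27 did not pass the test. Of 12 mitochondrially encoded genes, limma called 0 at each time. At an unadjusted p under 0.05, 2 were higher and 2 lower at 3 h and 1 was higher at 6 h, and voom called 2 higher at 3 h and 1 at 6 h. The medians were −0.23, −0.09, 0.12 and 0.08, where camera pointed down at 0 h and up at 3, 6 and 9 h without a call (adjusted p = 0.555, 0.993, 0.324 and 0.396), so that median and test differ in sign at 3 h. The median at 0 h was 0.01 with quantile normalization and 0.03 without *TTP*-/- replicate 3, that at 3 h 0.01 on values rescaled to TPM, and that at 9 h −0.01 without WT replicate 3 and −0.02 without *TTP*-/- replicate 2. Of these genes, 2, 1 and 2 were higher at 3, 6 and 9 h on values rescaled to TPM, 2, 1 and 1 with quantile normalization, 2 at 3 h without WT replicate 1, and 1 at 6 h with the replicate number as a block.

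For the lists of cytokines, chemokines, IL-1 and inflammasome genes, macrophage, mast cell and neutrophil markers, and cell cycle, glycolysis, stress and ribosomal protein genes, whose counts are given in 1 direction, at most 2 members passed the threshold in the other direction at any time. Of the cholesterol synthesis genes at most 2 were higher at any time and 1 was lower at 0 h.

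Other splits of the libraries of each time into 3 against 3 gave at most 1 gene past the threshold, against 2451, 2159, 1428 and 3071 for the real split at 0, 3, 6 and 9 h, and 10 splits are too few for a share under 0.05. For gene lists the real split called 13, 14, 16 and 15 and the highest other split 10, 11, 13 and 15, again with too few splits, and at 9 h 3 of the 10 splits called as many. For the 487 genes higher at all 4 times, 100 combinations of splits were drawn, the real one included. Each of the others held another split at 1 or more times and gave 0. No such split called over 1 gene at a time, so these combinations could not share more. They restate the splits of single times and do not decide on chance. LPS raised 1260, 1215 and 1082 genes and lowered 4123, 4587 and 4517 in WT cells at 3, 6 and 9 h, between tables normalized separately, where the median gene lay at −0.349, −0.43 and −0.416, so that these counts give no direction.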
